# Circular RNA Expression and Regulation Profiling in Testicular Tissues of Immature and Mature Wandong Cattle (*Bos taurus*)

**DOI:** 10.3389/fgene.2021.685541

**Published:** 2021-11-22

**Authors:** Ibrar Muhammad Khan, Hongyu Liu, Jingyi Zhuang, Nazir Muhammad Khan, Dandan Zhang, Jingmeng Chen, Tengteng Xu, Lourdes Felicidad Córdova Avalos, Xinqi Zhou, Yunhai Zhang

**Keywords:** wandong cattle, testicular growth, spermatogenesis, circRNAs, total RNA sequencing

## Abstract

Wandong cattle are an autochthonous Chinese breed used extensively for beef production. The breed tolerates extreme weather conditions and raw feed and is resistant to tick-borne diseases. However, the genetic basis of testis development and sperm production as well as breeding management is not well established in local cattle. Therefore, improving the reproductive efficiency of bulls *via* genetic selection is crucial as a single bull can breed thousands of cows through artificial insemination (AI). Testis development and spermatogenesis are regulated by hundreds of genes and transcriptomes. However, circular RNAs (circRNAs) are the key players in many biological developmental processes that have not been methodically described and compared between immature and mature stages in *Bovine* testes. In this study, we performed total RNA-seq and comprehensively analyzed the circRNA expression profiling of the testis samples of six bulls at 3 years and 3 months of developmental age. In total, 17,013 circRNAs were identified, of which 681 circRNAs (*p*-adjust < 0.05) were differentially expressed (DE). Among these DE circRNAs, 579 were upregulated and 103 were downregulated in calf and bull testes. The Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses revealed that the identified target genes were classified into three broad functional categories, including biological process, cellular component, and molecular function, and were enriched in the lysine degradation, cell cycle, and cell adhesion molecule pathways. The binding interactions between DE circRNAs and microRNAs (miRNAs) were subsequently constructed using bioinformatics approaches. The source genes *ATM*, *CCNA1*, *GSK3B*, *KMT2C*, *KMT2E*, *NSD2*, *SUCLG2, QKI*, *HOMER1*, and *SNAP91* were found to be actively associated with bull sexual maturity and spermatogenesis. In addition, a real-time quantitative polymerase chain reaction (RT-qPCR) analysis showed a strong correlation with the sequencing data. Moreover, the developed model of *Bovine* testes in the current study provides a suitable framework for understanding the mechanism of circRNAs in the development of testes and spermatogenesis.

## Introduction

The local Wandong cattle are viewed as one of the primary breeds in Anhui, China, and moreover, they are considered as one of the most economically important breeds in the beef industry. However, their development and utilization are still in the initial stages (Zhou et al., 2001). The reproductive efficiency of breeding bulls is an important consideration in livestock production systems, and the genetic mainstream is obtained through the selective application of germ cells from the desirable sire (Waqas et al., 2019). Hence, molecular strategies are required to improve the reproduction traits and to explore the genetic potential for economically important traits in local cattle breeds.

Mammalian spermatogenesis can be divided into three distinct stages: i) self-renewal and mitosis in spermatogonia to form spermatocytes, ii) meiosis in spermatocytes to generate elongated haploid spermatids, and iii) postmeiotic modifications in haploid spermatids to form spermatozoa (Hecht, 1998; Griswold, 2016; Ibtisham et al., 2017). The crucial stages of spermatogenesis are regulated at the transcriptional, post-transcriptional, and epigenetic levels by a well-coordinated genomics network (Eddy and O'Brien, 1997; Yu et al., 2003). Male gonads consist of complicated transcriptomic elements, with more than 15,000 differentially expressed genes (DEGs) involved in spermatogonial maturation (Ramsköld et al., 2009; Soumillon et al., 2013). Recent studies have demonstrated that noncoding RNAs (nc-RNAs) play an important role at the post-transcriptional level during spermatogenesis (Mukherjee et al., 2014; Robles et al., 2017; Gao et al., 2019).

Circular RNAs (circRNAs) are nc-RNAs with a circular closed loop and play a vital regulatory role in many biological processes. The circRNAs are resistant to RNase degradation because of the lack of 5′- and 3′-ends (Sanger et al., 1976; Lasda and Parker, 2014). In the modern era of bioinformatics and sequencing technology, a significantly high number of circRNAs have been revealed in the mouse brain and testis. It has been shown that the testis consists of the second highest number of tissue-specific circRNA-level genes (You et al., 2015). A total of 15,996 circRNAs have been identified in humans, of which 10,792 (67%) have been observed in the testis (Guo et al., 2014; Dong et al., 2016). Remarkably, a primary report has shown that 1,017 circRNA-linked genes are mostly related to spermatogenesis, sperm motility, and fertilization (Dong et al., 2016). However, little is known about the global profile and characteristics of circRNAs in mammalian testis development and spermatogenesis.

In the present study, we provided a comprehensive catalog of circRNAs in the testes of bulls at two different developmental stages and detailed new insights into the functional activities of circRNAs in testicular development and spermatogenesis. The Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomics (KEGG) analyses were performed to ascertain the molecular mechanisms of reproduction that were modulated during growth and development in bulls.

## Materials and Methods

### Animals and Sample Collection

Three physically healthy individuals (*n* = 3) of two different age groups, andrologically mature bulls (3 ± 0.014 years) and immature calves (3 ± 0.24 months), were selected for the current study (Tomlinson et al., 2017). The native cattle are also known as Wandong in the Anhui province of China. All testicular samples were obtained immediately after the slaughtering process under the veterinary surgical protocol in Fengyang County, Anhui. All pairs of testes were processed by incising the scrotum medially and uncovering the right and left testicles within the tunica vaginalis (Lunstra and Echternkamp, 1982). After removing the fascia tissues, tunica vaginalis, and tunica albuginea from the testis, three slices of testicular samples were cross-cut from the middle aspect of the testis through fine-scale dissection. One cross-cut section was stored in 4% formaldehyde solution for histological assessment, and the others were immediately immersed in liquid nitrogen and stored until total RNA extraction (Wu et al., 2020).

### Histological Assessment

Testicular tissue samples that had been preserved in 4% formaldehyde (Wuhan Servicebio Technology Co., Ltd.) for 72 h were used for histological sections (Fischer et al., 2008). The tissues were sectioned into 6-μm-thick sections and stained with Masson’s trichrome stain. The histomorphology of testicular tissues was assessed using different magnification powers.

### RNA Isolation, Quantification, and Qualification

The testicular samples were sent to a commercial sequencing facility (Beijing Novogene Corporation, China) for Seq-analysis. Total RNA was isolated from the testis samples using the Trizol reagent (Takara, Beijing, China) under sterile conditions and treated with the DNase I enzyme to remove endogenous DNA contamination according to the manufacturer’s protocol. RNA quality and contamination were assessed by 1% agarose gel electrophoresis. The purity was checked using a NanoPhotometer^®^ spectrophotometer (IMPLEN, CA, United States). The total RNA concentration was assessed using a Qubit^®^ RNA Assay Kit in a Qubit^®^ 2.0 fluorometer (Life Technologies, CA, United States). RNA integrity was measured using an RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, United States).

### cDNA Library Construction for circRNA Sequencing Analysis

A total of 3 μg of RNA from each testis sample was used to construct the cDNA libraries using the NEB-Next^®^ Ultra-TM RNA Library Prep Kit for Illumina^®^ (NEB, United States). Novogene constructed a chain-specific library by removing ribosomal RNA (Parkhomchuk et al., 2009). First, the ribosomal RNA was removed from the total RNA, and then, the RNA was divided into many short slices of 250–300 bp. The first cDNA strand manufactured from the fragmented RNA was used as the template strand, and random oligonucleotides were used as primers. Subsequently, the RNA strand was degraded with RNase H, and then, the second cDNA strand was manufactured along with dNTPs (dATP, dGTP, dUTP, and dCTP) using the DNA polymerase I system. After purification, the double-stranded cDNA was fixed, followed by the addition of a poly A-tail and sequencing adaptors. A cDNA of approximately 200 bp was separated using the AMPure XP beads. Finally, the USER enzyme was used to degrade the second (uracil-containing) strand of the cDNA, and PCR amplification was performed to obtain the library.

### Alignment of RNA-Sequencing Reads and circRNA Identification

To ensure the quality and reliability of the data analysis, it is necessary to filter the original raw data. The low-quality reads (exceeding 50% low-quality bases, e.g., where Q-phred score ≤ 20), reads exceeding 10% possessing (N) nucleotides (where *N*, the proportion of reads that cannot be determined, is greater than 0.002), and reads with seq-adaptors were removed to obtain the clean reads, which were aligned to the ribosomal RNA database using the Bowtie2 tool (Langmead and Salzberg, 2012). The ribosomal RNA-free reads of each calf and bull sample were charted to the reference genome (*Bos taurus*-UMD 3.1.1) by TopHat2 (v. 2.0.3.12) as described previously (Kim et al., 2013). The charted reads of each sample were assembled using String-Tie v1.3.1 (Pertea et al., 2016). Subsequently, 20-mer sequences were removed from both ends of the unmapped reads and aligned according to the reference genomes to identify the exclusive anchor positions within the splicing position. The anchor reads were aligned in the reverse head-to-tail direction that exhibited back splicing (Hansen et al., 2013) and led to key identification of circRNAs (Figure 1). The identified circRNAs were blast for the specific functions against circBase, a database for circRNAs (http://www.circbase.org/) (Glažar et al., 2014), and assigned to different features, such as genomic classification, length distribution, and chromosomal distribution. The circRNAs that did not find their annotations were considered novel.

**FIGURE 1:**
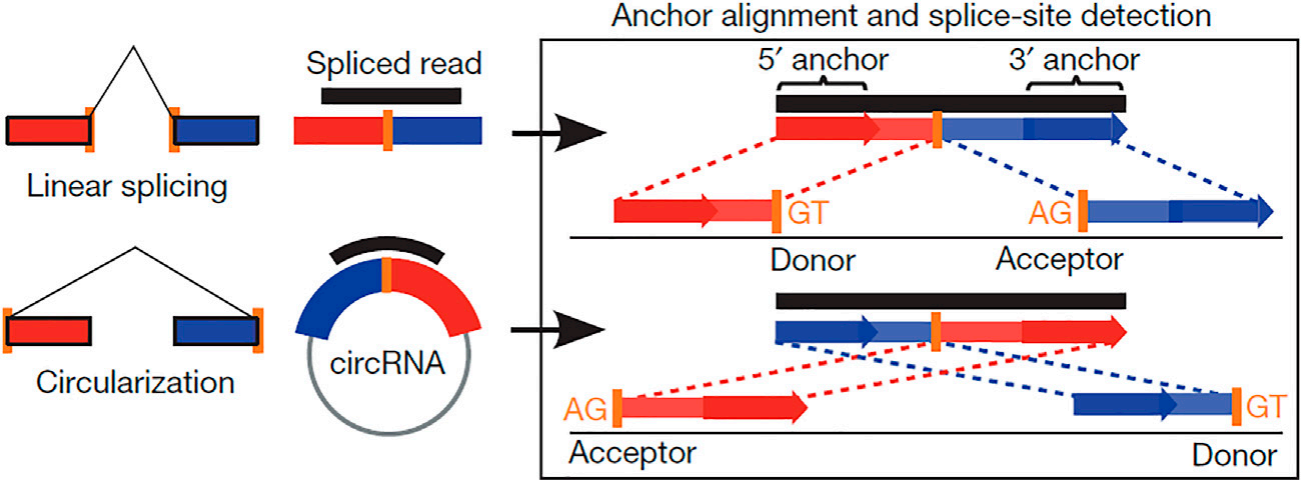
Scheme showing the difference between linear and back-splicing and also illustrating the RNA reads’ accommodation to each other that makes the stable circular RNAs.

### Putative Identification and Coding Potential of circRNAs

Putative circRNAs were identified by filtration of anonymous transcripts. To reduce the rates of false positives, the assembled transcripts were filtrated to gain putative circRNAs by the following steps: i) the transcripts having more than one exon were selected, ii) transcripts having more than 200 bp in length and free from exon region overlapping were desired, and iii) transcripts with high expression levels where the FPKM value was more than 2 log2 (fold change) were selected. All known transcripts of the database were analyzed using the Cuffcompare software. The coding potential of circRNAs was determined using the software programs Coding–Non-Coding Index (CNCI) (Sun et al., 2013), Pfam-scan (Bateman et al., 2004; Finn et al., 2014), and coding potential calculator (CPC) (Kong et al., 2007). All transcripts identified with coding potential were refined, and those without coding potential were recognized as putative circRNAs.

### Expression Pattern of Differentially Expressed circRNAs and miRNA Endogenous Sponge

The circRNA gene expression level was assessed using the fragments per kilobase of transcript sequence per million base pairs sequenced (FPKM) value. The significance of DE circRNAs at the gene or transcript level was analyzed, and functional genes relevant to the developmental groups were identified. Cuffdiff (v2.1.1) software was used to project the TPM levels of circRNAs (Trapnell et al., 2010). An edgeR kit (http://www.rproject.org/) was used to classify differentially expressed circRNAs through samples. CircRNAs with a fold change greater than or equal to 2 and a *p*-value *<* 0.05 in comparison between the samples are differentially expressed. We identified the endogenous sponge interaction between the differentially expressed circRNA and miRNA by means of three software programs: miRanda (v. 3.3a), MIREAP, and TargetScan (v. 7.0).

### Bioinformatics Analysis of GO and KEGG

The GO term analysis and classification provides significant source genes that are involved in different biological functions, and DE circRNA genes were employed by the GO-seq R package (Young et al., 2010). All source genes in the pathways and the background genes were charted to the GO terms in the database (http://www.geneontology.org/). The GO terms with the corrected p-value (*p <* 0.05) were recognized as relatively enriched by DE genes according to the definition of the hyper-geometric test. The significance analysis of the term enrichment was corrected by FDR, and the corrected *p*-value (Q-value) was obtained (Ashburner et al., 2000). The KEGG pathway-based study further elaborated the explanation of source genes and their biological functions (http://www.genome.jp). KOBAS software was used to test the enriched DE source genes in the KEGG pathways, as suggested by (Mao et al., 2005). The enrichment analysis significantly identified the signaling and metabolic pathways, to which circRNA source genes and total background genes were charted.

### Validation of the circRNAs Gene *via* RT-qPCR

Whole RNA was extracted from immature and mature groups using the Trizol reagent (Life Technologies, 182805, United States), and its concentration was measured using a Nanodrop spectrophotometer. The good-quality RNAs were then converted into cDNAs using a QuantiTect Reverse Transcription Kit (Qiagen, 205311, Germany) in accordance with the manufacturer’s protocol. The software programs Primer 3 web version 4.0.0 and basic local alignment search tool (BLAST; https://blast.ncbi.nlm.nih) were used to design gene-specific primers. The obtained PCR products were detected by 3% agarose gel and Sanger sequencing (Sangon Biotech, Shanghai, China). The divergent primers were used in this study and are presented in Supplementary File 1. The expression of circRNAs was detected by using a StepOnePlus Real-Time PCR System (Applied Biosystems, United States) using the FastStart SYBR Green Master Mix (Roche, Germany). Each PCR comprised 7.5 μl 2× SYBR Green PCR Master Mix, 1.5 μl cDNA, 0.5 μl each of reverse and forward primers, 4.7 μl nuclease-free water, and 10.3 μl ROX dye. The following q-PCR thermal cycles were carried out: i) predenaturation at 95°C for 10 min, ii) followed by 45 denaturation amplification cycles at 95°C for 15 s, iii) annealing at 60°C for 10 s, and iv) an extension cycle at 72°C for 20 s. The quantification cycle (Cq) of each target gene was normalized to that of the reference *GAPDH* gene. The q-PCR experiment was performed in triplicate to minimize the risk of error in the experiments. The Cq values were obtained and transferred to a Microsoft Excel sheet for further relative quantification analysis using the 2−ΔΔCt method (Sherman and Lempicki, 2009).

### Statistical Analysis

Data on circRNA transcripts of interest from immature and mature testicular tissues were analyzed using the student *t*-test (SPSS 17.0) and presented as mean ± SEM. Before conducting the *t*-test, the data distribution and variances between the two groups were evaluated and found to be normal and homogeneous, respectively. Mean values were believed to be significantly different with *p < 0.05 and **p < 0.01.

## Results

### Histomorphology of Testes

A histological study of bull (*B. taurus*) testes showed a noteworthy difference between immature and mature stages. Under 100X microscopic examination, the diameter of seminiferous tubules was much smaller in immature than in mature testes. At the same time, similar conditions were observed in the interstitial connective tissue of immature and mature testes, as highlighted in Figures 2A,B. Under 400X microscopic examination, we obtained further details and observed more developmental stages of biological spermatozoa in mature than in immature testes. Sertoli cells were significantly increased in number and were found very near the basement membrane of seminiferous tubules in mature testes, as shown in Figures 2E,F.

**FIGURE 2:**
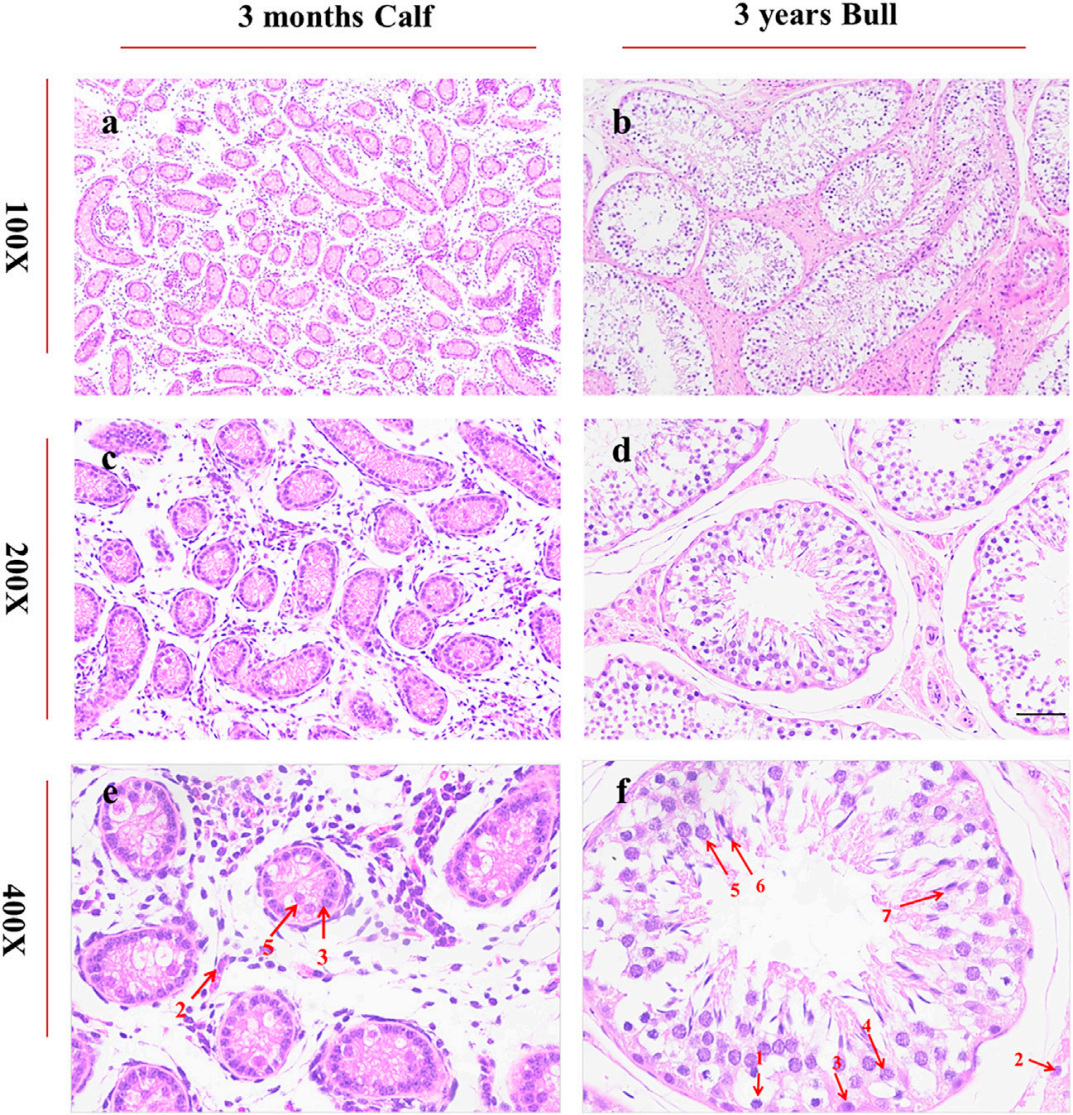
Histomorphological analysis of bull testicular tissues at ages of 3 months and 3 years was performed under a microscope at ×100, × 200, and × 400 magnifications. The segments **(A,C,E)** represent the morphology of 3-month-old testes, whereas **(B,D,F)** represents the morphology of 3-year-old bulls. The red arrows indicate different cell types. 1: spermatogonia, 2: Leydig cells, 3: Sertoli cells, 4: spermatocytes, 5: round spermatids, 6: elongated spermatids, and 7: sperms.

### Transcriptome Sequencing of circRNAs in Immature and Mature Bull Testes

A total of six experimental animals, three immature (3 ± 0.014 months) and three mature (3 ± 0.24 years), were selected from a local cattle station, and their testis samples were collected. 

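The libraries are labelled as testis RNA of 3 immature calves aged 3 months and 3 mature bulls aged 3 years, sequenced after removal of ribosomal RNA, with 1 library per animal. In the library labelled calf 3, genes of Sertoli and Leydig cells were mostly far lower than in calf 1 and calf 2, so its label is in doubt. The authors deposited a table of genes and a table of transcripts that give an FPKM value (fragments per kilobase of transcript, scaled to the mapped fragments of the library) for each library. According to the Methods, the reads were mapped with TopHat2, the transcripts were assembled with StringTie, and Cuffdiff and edgeR are named for the levels and the comparison of circRNAs. An FPKM value of a gene counts fragments of its linear and circular RNA together and is not a count of back-splice junctions, so the values below describe host genes and not circRNAs. The 2 tables give no read counts. According to Supplementary File 3 of the paper, the clean reads numbered 140436238, 112484344 and 116004150 in calf 1, calf 2 and calf 3, and 140666436, 139622682 and 115051574 in bull 1, bull 2 and bull 3. Because FPKM values carry no counts, the counting error of a single value is not known, and the spread between animals was used instead. The table of genes lists 47249 genes, 27607 of them with an Ensembl identifier and 19642 assembled from the reads, and the table of transcripts lists 108527 transcripts. The positions printed for genes are those of the table, which follow an ARS-UCD assembly of the cattle genome: of 16434 gene symbols shared with the annotation of such an assembly, 99.4% overlapped the locus of the same symbol. For the comparison of bulls with calves, the values were transformed to log2(FPKM + 1), and genes or transcripts with an FPKM of at least 1 in at least 3 of the 6 libraries were kept, which left 18115 genes and 23212 transcripts. A linear model was fitted with limma (moderated statistics with a mean-variance trend, two-sided), and p-values were adjusted by the Benjamini-Hochberg method over all features tested. A gene or transcript was called differentially expressed at an adjusted p below 0.05 and a log2 fold change (bull minus calf) of at least 1 in either direction. Adding 1 to each FPKM draws the fold changes of weakly expressed genes toward 0.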

To investigate the circRNA profiles of the immature and mature testis tissues, we prepared the RNA-seq libraries of all tissue samples. The raw reads of sequencing data were acquired using an Illumina HiSeq 4000 platform (Illumina, Inc, San Diego, CA, United States). Raw reads were filtered and classified into different segments, including clean reads (70,333,218, 98.95%), N-containing reads (38,769, 0.05%), low-quality reads (126,760, 0.18%), and adopter-related reads (584,096, 0.82%) (Figure 3). The raw reads for each sample ranged between 118,785,372 and 142,165,686, while the clean reads per sample ranged between 116,004,150 and 140,666,436. Thus, the raw and clean reads together yielded 90 GB of data, and the GC content ranged from 47.09 to 53.57% (Supplementary File 2). All Q20 values of the subjected reads in the six samples exceeded 97%, as shown in Supplementary File 3. More than 95.5% of the clean reads were coordinated to *B. taurus* UMD3.1.

**FIGURE 3:**
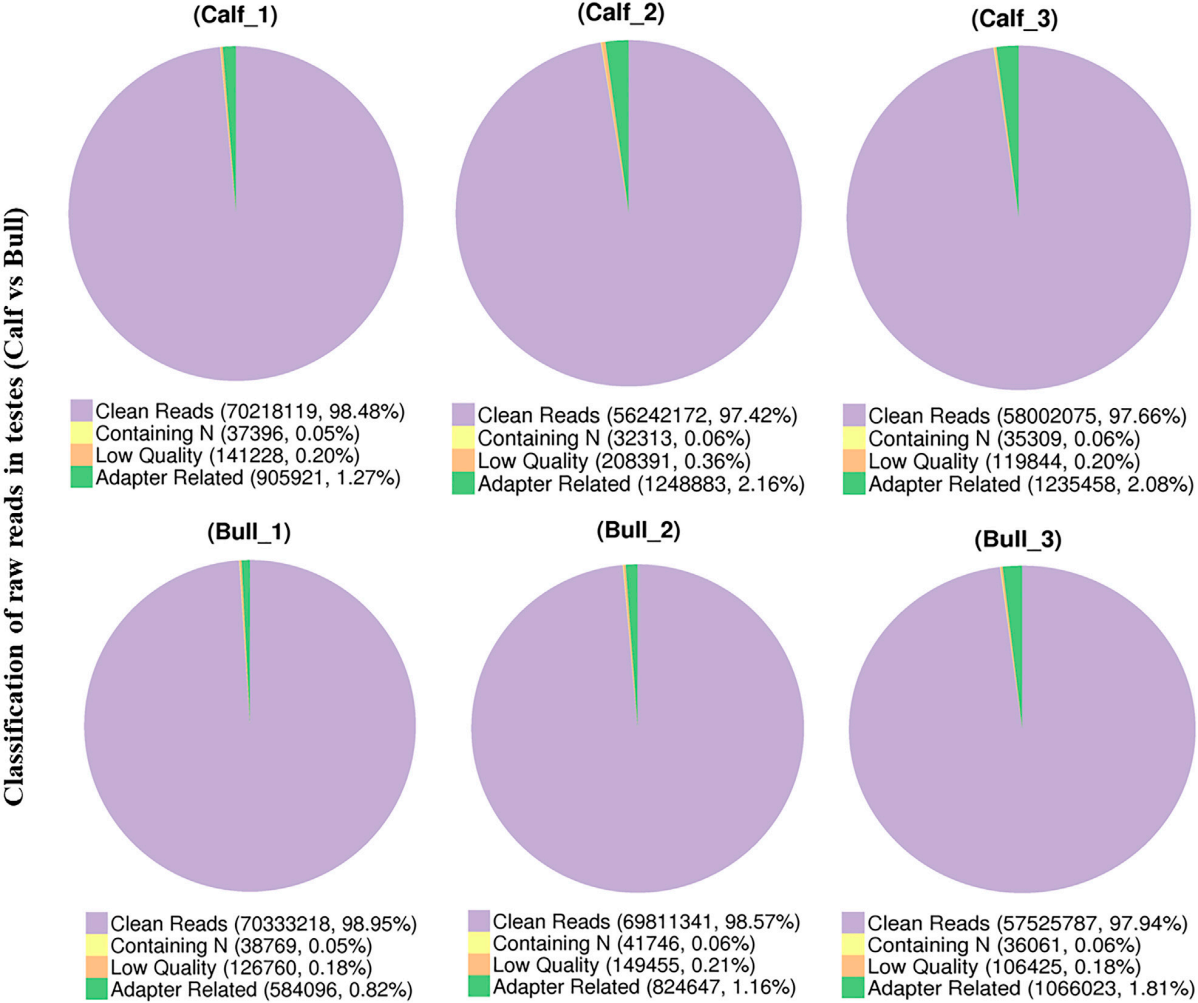
Pie charts show the raw reads of sequencing data from immature and mature bull testis samples that were subjected to RNA sequencing analysis.

### Correlation and Differential Analysis Between the Testis Samples

The testis samples were collected from three calves (Calf1, Calf2, and Calf3) and three bulls (Bull1, Bull2, and Bull3). The Pearson’s correlation heatmap was constructed according to the expression profiles for samples’ quality control. All samples in the calf and bull groups showed the linear correlation (Figure 4A). 

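The squared Pearson correlation of log10(FPKM + 1) was computed across all genes of the table for each of the 15 pairs of libraries. It was 0.970 between calf 1 and calf 2, whereas calf 3 reached 0.704 with calf 1 and 0.712 with calf 2. The 3 pairs of bulls lay between 0.952 and 0.957. Pairs of a calf and a bull lay between 0.559 and 0.595 for calf 1 and calf 2, and between 0.444 and 0.457 for calf 3. The mean was 0.795 ± 0.151 (SD over 3 pairs) within calves, 0.955 ± 0.00269 (SD over 3 pairs) within bulls and 0.537 ± 0.0649 (SD over 9 pairs) between the groups. The mean of the pairs within groups exceeded the mean of the pairs between groups by 0.338, which was the largest difference among the 10 splits of the libraries into 3 and 3 (exact permutation test, one-sided, p = 0.1, the smallest p that 3 animals against 3 allow). Over the genes with an FPKM of at least 1 in 3 libraries, the alternative that moved this difference most, it was 0.598, and on untransformed FPKM it was 0.0858. In the library labelled calf 3, 1969 of the genes tested lay at least 4-fold from the mean of calf 1 and calf 2 on the log2(FPKM + 1) scale, whereas 72 genes lay that far apart between calf 1 and calf 2. Without calf 3, the mean between the groups was 0.579.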

The differences of transcripts of two groups demonstrated in the sample are shown in the PCA 3D map (Figure 4B). 

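Principal components were computed from log2(FPKM + 1) over 44657 genes with variance above 0, each centred and scaled to unit variance. PC1, PC2 and PC3 held 51.6%, 22.7% and 10.1% of the variance. On PC1, the calves lay at −131, −124 and −158 and the bulls at 123, 140 and 151, so the gap of 247 between the groups was larger than the range within calves (33.8) or within bulls (28.2). PC2 placed the library labelled calf 3 at 177, whereas calf 1 and calf 2 lay at −97.5 and −98.8 and the bulls between 0.544 and 14.2. On PC3, bull 3 lay at 119 and the other two bulls at −56.4 and −71.8. With the genes centred but not scaled, the alternative that moved PC1 most, its share was 74.9%. Without calf 3, PC1 held 62.3% of the variance.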

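Of the genes tested, 8215 were differentially expressed between the groups, 6474 of them higher and 1741 lower in bulls. At the level of transcripts, 10255 were differentially expressed, 8079 higher and 2176 lower in bulls. In 12211 genes (67.4% of those tested, where chance gives 10%), the FPKM values of the 3 calves and the 3 bulls did not overlap. The median log2 fold change over all genes tested was 0.43. The excess of genes higher in bulls was kept after rescaling each library to a common total (TPM), with 6952 higher and 1151 lower. Scaling by median ratios between libraries kept it as well (6105 and 2133). Quantile normalization, which makes the distributions of the libraries equal, did not keep the excess. After it the median was −0.26, and 3827 genes were called higher and 4538 lower in bulls. Of these, 3826 and 1738 were also called in the same direction without it. The library labelled calf 3 differed from calf 1 and calf 2, and without it 9325 genes were called, 6859 higher and 2466 lower. Among them, 6199 higher and 1463 lower genes were also called with all libraries.
The largest increases among genes with a symbol whose groups did not overlap were found for PRM1, TNP1, HSPB9, TNP2 and H3F3C. PRM1 (ENSBTAG00000021493, chromosome 25, 9936633 to 9937134), which encodes a protamine of the sperm nucleus, had an FPKM of 10791 ± 1048 (SD, n = 3) in bulls and 0.386 ± 0.234 (SD, n = 3) in calves. Its log2 fold change was 12.94 (standard error 0.20, adjusted p = 2.53e-06, limma). The log2 fold changes of TNP1, HSPB9, TNP2 and H3F3C were 10.62, 9.89, 9.69 and 9.43, with adjusted p-values between 2.53e-06 and 3.29e-06. The largest decreases were found for H2B (−6.26), CHGA (−5.19), NEDD8 (−5.08), CPE (−5.02) and NRK (−4.55), with adjusted p = 0.0109, 1.74e-05, 6.46e-06, 0.00286 and 0.00103. H2B and H3F3C belong to histone families with nearly identical copies, between which reads cannot always be assigned. The H2B gene named here is ENSBTAG00000052713, since other genes of the table carry the same symbol. Its FPKM was 355 and 256 in calf 1 and calf 2 but 7.40 in calf 3, and without calf 3 the log2 fold change was −7.98. CPE had an FPKM of 303 in calf 3 against 43.8 and 32.9 in calf 1 and calf 2, and −4.04 without calf 3. The order of the decreases depends on calf 3: AMH, which was at 0.340 in calf 3 and not called, had a log2 fold change of −6.66 without it (adjusted p = 1.45e-06). These 10 genes, AMH not among them, kept their direction and their call under each of the 15 alternatives computed for single genes. For each of them, all 3 calves lay on one side of all 3 bulls, as the selection required. The exact permutation test (two-sided, p = 0.1, the smallest possible) therefore adds no evidence for these genes. The paper reads from Figure 4 that its calf and bull samples form separate clusters.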

We also discovered that bull and calf groups have noticeable differences, whereas the testis samples of calves and bulls clustered separately and showed the difference.

**FIGURE 4:**
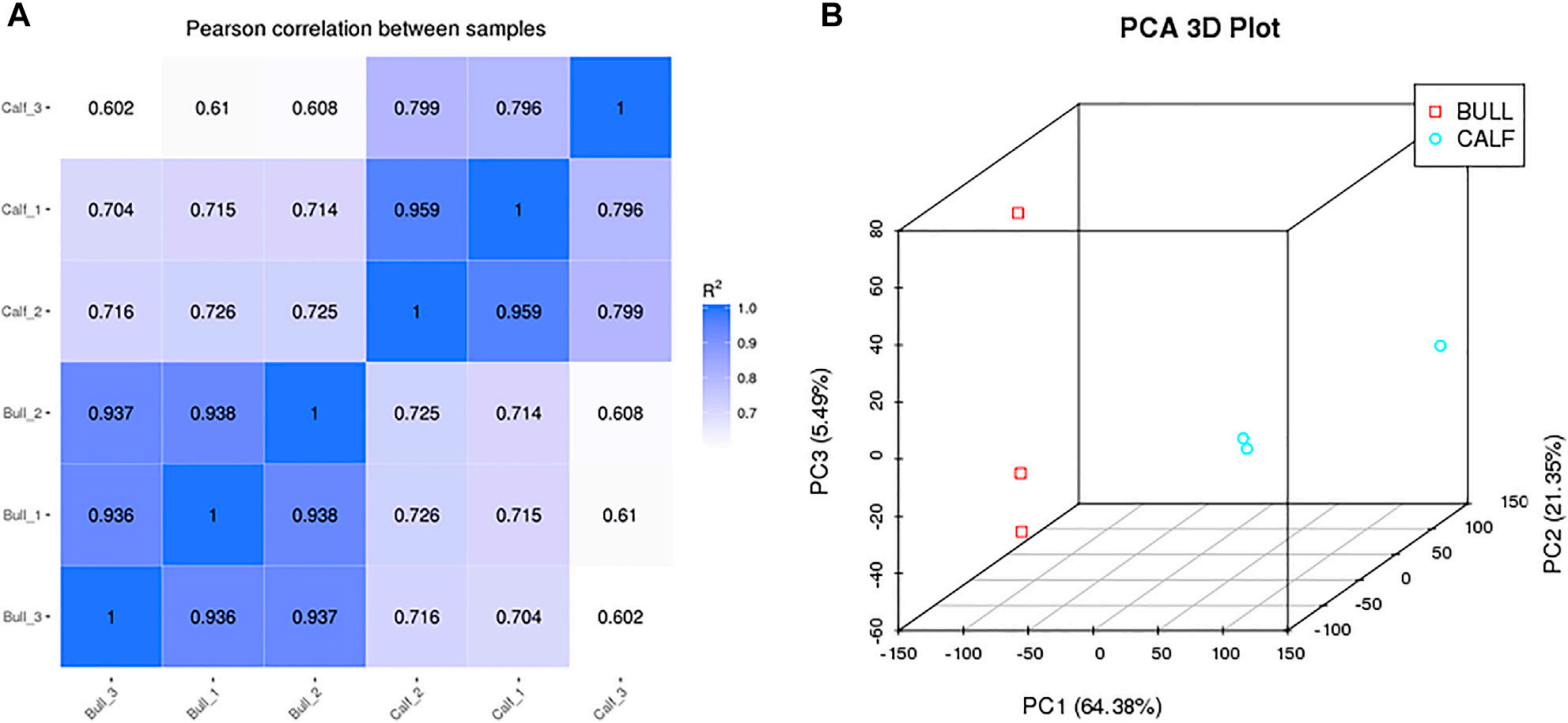
Pearson correlation and principle component analysis were constructed between groups and samples. **(A)** Correlation among the sequencing samples of calf and bull testes. **(B)** PCA 3D plot among the sequencing samples.

### Identification and Characterization of circRNAs

A total of 17,013 putative circRNAs were recognized with at least one read spanning and head-to-tail splicing in immature and mature testes. Based on their genomic location and features, circRNAs were divided into three subclasses, denoted as circ-exon (79.0%), circ-intergenic (14.0%), and circ-intron (7.0%) (Figure 5A). The total length plot quantile of circRNAs (approximately 75%) was not more than 1,000 nt, and the average length was 400 nt, as shown in Figure 5B. According to their host gene site, all the circRNAs were widely distributed on all sets of chromosomes, while none of the circRNA was mapped to the mitochondrial genome. The total available set of chromosomes generated 100 circRNAs in both developmental stages of the *Bovine* testis (Figure 5C). The coding potential of circRNAs was analyzed using the software programs CPC2, CNCI, and PFAM, and 6,011 coding circRNAs were identified in all samples (Figure 5D). Detailed information on the top 40 up- and downcoding circRNAs is listed in Table 1.

**FIGURE 5:**
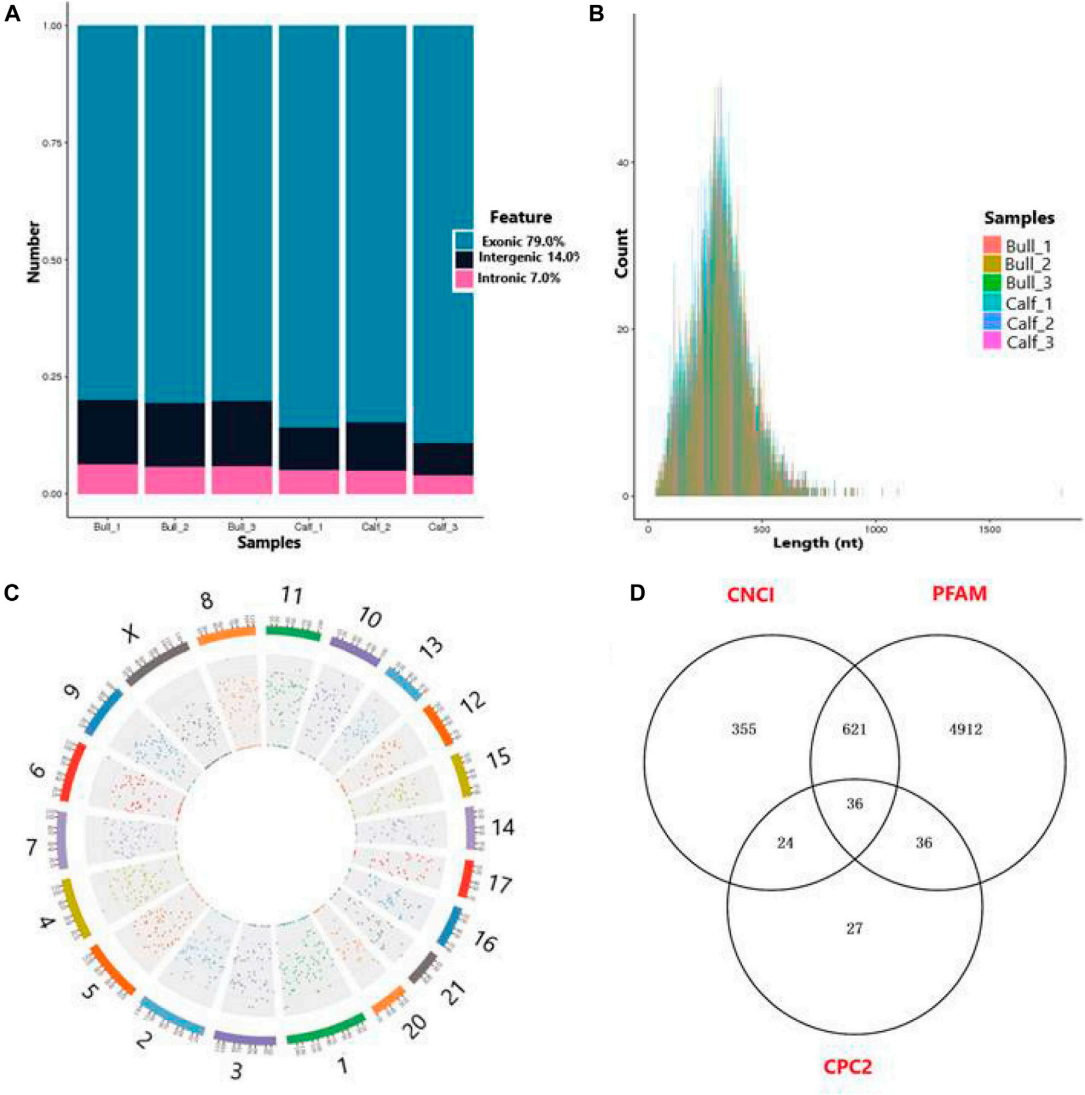
General features of circRNAs in immature and mature bull testes. **(A)** Distribution of circRNAs in the genomic region and high magnitude identified from exon, intergenic, and intron parts of the genome. **(B)** Length distribution of circRNAs, while colors represent the different lengths of circRNAs in calf and bull testis samples. **(C)** Distribution of testis circRNAs on the cattle chromosomal sets. **(D)** Venn diagram shows the coding potential results of circRNAs and intersection of coding tools such as coding–non-coding index (CNCI), PFAM, and coding potential calculator (CPC2).

**TABLE 1:** Top 40 regulated coding circular RNAs in immature and mature testicular tissues of Wandong cattle.

Novel circRNA Id	Chromosome	Total cds length	Classification	Source gene	Fold change	*P*_*adj*_ value
Top 20 novel upregulated coding circRNAs						
novel_circ_0024958	Chr 4	608	Exonic	*KMT2E*	3.2126	0.008797
novel_circ_0001818	Chr 11	325	Exonic	*EHMTI*	7.1764	0.014192
novel_circ_0027596	Chr 6	308	Exonic	*NSD2*	7.4895	0.009261
novel_circ_0006800	Chr 15	596	Exonic	*ATM*	2.0689	0.028979
novel_circ_0005451	Chr 13	402	Exonic	*RBLI*	3.0064	0.014784
novel_circ_0012012935	Chr 1	397	Exonic	*GSK3B*	3.206	0.026266
novel_circ_0029602	Chr 7	477	Exonic	*CDC25C*	4.0429	0.001681
novel_circ_0026085	Chr 5	506	Exonic	*SMCIB*	4.375	0.013226
novel_circ_0024710	Chr 4	402	Exonic	*DBF4*	3.816	9.32E-07
novel_circ_0003626	Chr 12	451	Exonic	*CCNAI*	8.2913	0.001968
novel_circ_0031633	Chr 9	436	Exonic	*AFDN*	2.4391	0.04536
novel_circ_0004558	Chr 13	630	Exonic	*PARD3*	2.8041	0.007949
novel_circ_0006892	Chr 15	594	Exonic	*CADMI*	7.4286	0.009651
novel_circ_0017085	Chr 24	546	Exonic	*LAMA3*	7.0164	0.07625
novel_circ_0009598	Chr 17	359	Exonic	*PXN*	7.1673	0.014472
novel_circ_0015698	Chr 22	431	Exonic	*SUCLG2*	4.4091	0.024862
novel_circ_0018225	Chr 25	270	Exonic	*ABAT*	6.456	0.038294
novel_circ_0029184	Chr 7	307	Exonic	*TJP3*	6.9245	0.020237
novel_circ_0031633	Chr 9	436	Exonic	*AFDN*	2.4391	0.04536
novel_circ_0024833	Chr 4	592	Exonic	*HGF*	7.3916	0.010582
Top 20 novel downregulated coding circRNAs						
novel_circ_0025557	Chr 4	655	Exonic	*AASS*	−4.2615	0.04536
novel_circ_0023110	Chr 3	272	Exonic	*VAV3*	−7.4813	0.010743
novel_circ_0024329	Chr 5	455	Exonic	*KMT2C*	−3.0993	0.031917
novel_circ_0033406	Chr X	399	Exonic	*TMLHE*	−3.0993	0.016812
novel_circ_0012012847	Chr 1	906	Exonic	*NECTINN3*	−2.9046	0.016725
novel_circ_0012012395	Chr 1	561	Exonic	*NCAM2*	−4.3218	0.009566
novel_circ_0023110	Chr 3	272	Exonic	*VAV3*	−7.4813	0.010743
novel_circ_0000398	Chr 10	607	Exonic	*NEOI*	−3.4837	0.031452
novel_circ_0007021	Chr 15	298	Exonic	*RRAS2*	−2.5529	0.001203
novel_circ_0031262	Chr 8	618	Exonic	*GKAPI*	−9.4111	0.000179
novel_circ_0022366	Chr 2	305	Exonic	*UNC80*	−5.385	0.004455
novel_circ_0032345	Chr 9	368	Exonic	*ZNF292*	−2.1687	0.00742
novel_circ_0024463	Chr 4	546	Exonic	*DYNCIII*	−4.7909	0.007542
novel_circ_001012674	Chr 1	319	Exonic	*ST3GAL6*	−3.4838	0.007765
novel_circ_0012012395	Chr 1	561	Exonic	*NCAM2*	−4.3218	0.009566
novel_circ_0028513	Chr 6	164	Exonic	*EPHA5*	−7.5188	0.00975
novel_circ_0031677	Chr 9	696	Exonic	*RIMSI*	−3.1598	0.010582
novel_circ_0020402	Chr 29	187	Exonic	*MYRF*	−7.506	0.010879
novel_circ_0014496	Chr 21	264	Exonic	*SH3GL3*	−3.4807	0.002134
novel_circ_0026164	Chr 5	468	Exonic	*TMTC2*	−3.8141	0.012555

### Differentially Expressed Gene and circRNAs in Testicular Tissues

After the quantification process, the expression pattern of circRNAs was identified using Cuffdiff and Ballgown tools. A total of 681 DE circRNAs at the gene level were detected in immature and mature stages. The expression levels of circRNAs in the testis samples were calculated, taking into account the parameter of significance, whereas the log2 fold change was considered higher than or equal to 2 and *p*-adjusted < 0.05. According to the significance criteria, we detected 578 upregulated and 102 downregulated circRNAs between bull and calf testis samples. These up and down highlights of DE genes are displayed in volcanic plots (Figures 6A,B), and the list of total and DE circRNAs is shown in Supplementary Files 4–6. We also analyzed the DE circRNA by the hierarchical clustering method, which is another way to display DE genes and to cluster all the genes with similar expression patterns that may have common functions in metabolic and signaling pathways. The gene clusters on the left side were formed because of similar expression patterns (fold change >2, *p <* 0.05); the columns presented calves and bulls, and the expression from blue to red was gradually upregulated (Figure 6C).

**FIGURE 6:**
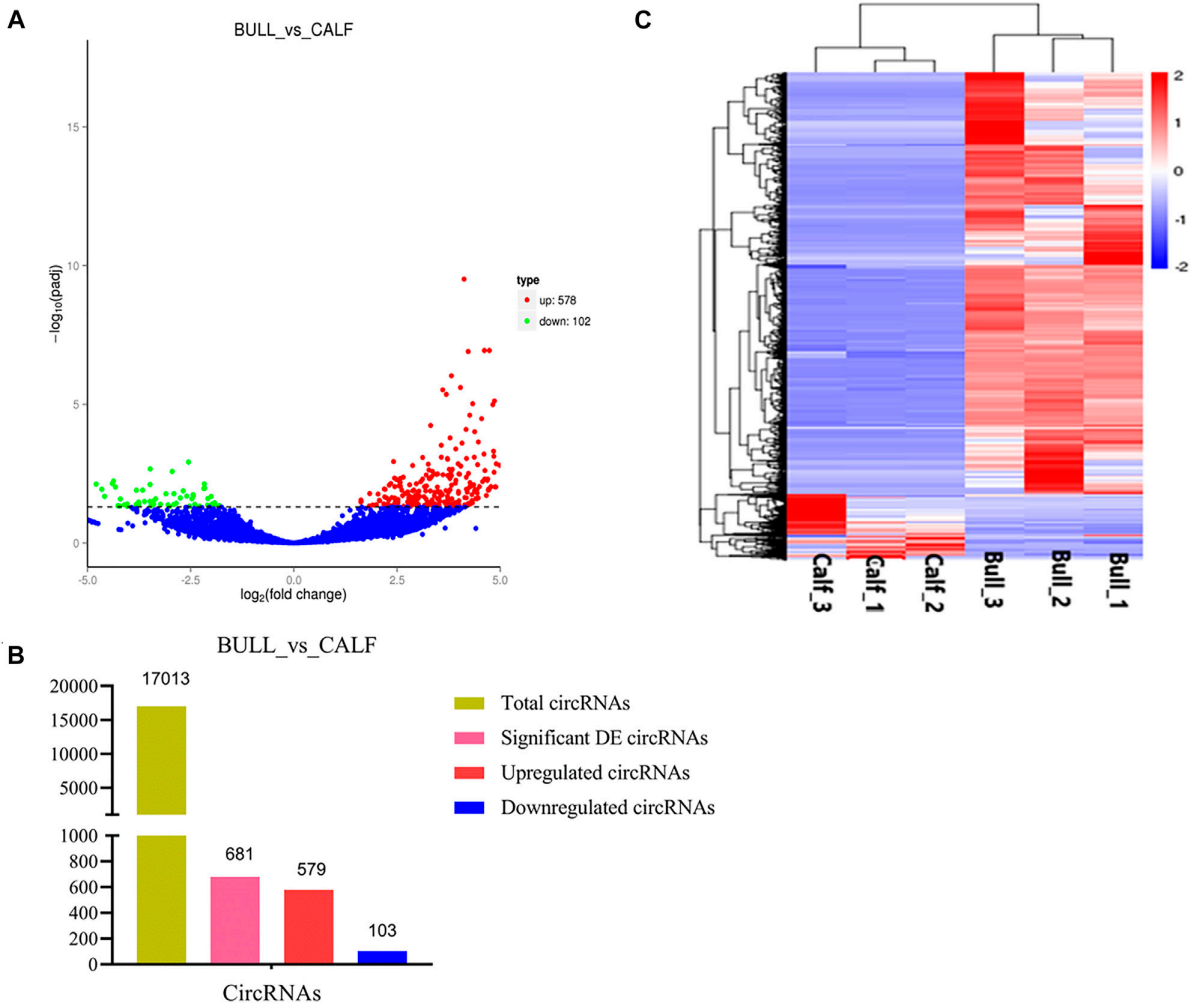
Expression patterns of circular RNAs (circRNAs) and protein-coding genes. **(A)** Volcanic plots represent log10 (*p*-value) vs log2 fold difference in circRNAs in the fragments per kilobase of transcript per million mapped reads (FPKM) values between immature and mature testes. **(B)** Total abundance of circRNAs and differentially expressed (DE) highlights between calf vs bull. **(C)** Heatmap of DE circRNAs among calves and bulls. Red indicates upregulated coding genes, and blue indicates downregulated gene products.

### GO and Enriched KEGG Pathways Analysis

CircRNAs are closed-loop structures that are most commonly generated by back-splicing events between the exons of coding genes. In a limited way, circRNAs regulate the host gene and thus perform the desired function at the genetic level. Hence, the analysis of GO terms and circRNA source gene functions might provide new insights. Many GO classification terms were significantly enriched in the source genes of circRNAs. A list of 26,815 source genes significantly associated with DE circRNAs was submitted to the database for functional annotation and GO classification analysis, resulting in the identification of 50 significant GO terms, as shown in Figure 7. The functional annotation study revealed that several source genes actively participate in spermatogenesis, sperm morphology, developmental stages, and reproduction. The functional classification of source genes showed that their products were assigned to the three GO categories of biological processes, cellular components, and molecular functions (Supplementary File 7). To further understand the role of circRNA host genes in the developmental stages of the *Bovine*, a pathway analysis was applied using the KEGG pathway database and a total of 147 signaling pathways linked to circRNA gene products were identified (Supplementary File 8). The top 20 statistically enriched pathways (*p <* 0.05) were subjected to further analysis and were found to be significantly associated with signaling pathways such as lysine degradation, cell cycle, propanoate metabolism, adherens junction, and cell adhesion molecules (Figure 8). The host genes such as *KMT2E*, *EHMT1*, and *NSD2* were mediated by the lysine degradation signaling pathways but actively participated in the reproductive traits of the *Bovine*. Similarly, *ATM*, *GSK3B*, and *CCNA1* are host genes of the cell cycle signaling pathway and influence the biological descriptions relevant to spermatogenesis and testis development. 

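KMT2E (ENSBTAG00000009207) lies on chromosome 4 from 46161757 to 46296525, by the positions in the table of genes. This range starts with the entry KMT2E-AS1, by its name an antisense RNA, whereas the other KMT2E transcripts start at 46202241 or later. The FPKM of the gene, which includes that entry, was 24.1 ± 8.24 (SD, n = 3) in calves and 17.8 ± 1.01 (SD, n = 3) in bulls. The log2 fold change of −0.37 (standard error 0.25, adjusted p = 0.259, limma) was within the spread between the calves, and without the library labelled calf 3 it was −0.12. After quantile normalization, KMT2E was called lower in bulls (−1.04, adjusted p = 0.0142). EHMT1 (ENSBTAG00000012148, chromosome 11, 106578900 to 106687654) had an FPKM of 13.5 ± 3.93 (SD, n = 3) in calves and 11.0 ± 0.507 (SD, n = 3) in bulls. Its log2 fold change was −0.23 (standard error 0.24, adjusted p = 0.446), and −0.48 (adjusted p = 0.00721) without calf 3, under the fold change required for a call. For NSD2 (ENSBTAG00000007986, chromosome 6, 116642228 to 116685495), the FPKM was 10.4 ± 0.512 (SD, n = 3) in calves and 76.8 ± 5.24 (SD, n = 3) in bulls. Its log2 fold change was 2.77 (standard error 0.14, adjusted p = 2.34e-05), and it stayed called with each library left out in turn, between 2.72 and 2.82.
Table 2 lists 3 more host genes of the lysine degradation pathway. TMLHE was called lower in bulls (log2 fold change −1.45, adjusted p = 0.000652). KMT2C (−0.66, adjusted p = 0.115) was not called, except after quantile normalization (−1.19, adjusted p = 0.0159), and had −0.35 without calf 3. AASS (−0.98, adjusted p = 0.292) was not called, but its FPKM was 4.88 in calf 3 against 35.6 and 31.9 in calf 1 and calf 2, and without calf 3 it was called lower in bulls (−1.83, adjusted p = 0.000137). Of the 6 genes, 1 was higher and 5 were lower in bulls, and 2 were differentially expressed, as also when adjusted over the list alone.

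**Figure D1:**
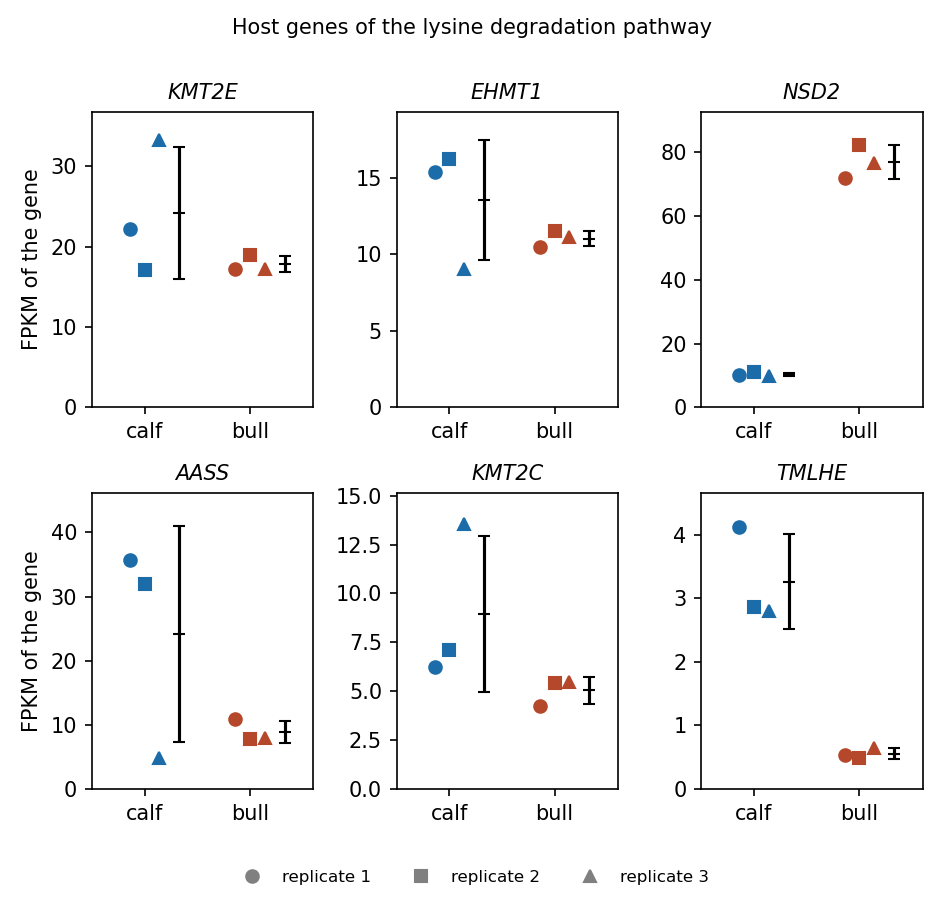
FPKM of the 6 lysine degradation host genes of Table 2 in the libraries labelled as testes of calves and bulls, with 1 point per library and the mean ± SD of each group (n = 3). NSD2 lies between 71.7 and 82.1 in bulls and between 9.96 and 11.0 in calves, and KMT2E, EHMT1, AASS and KMT2C have a wide spread among calves because calf 3 lies apart.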

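For ATM (ENSBTAG00000003111, chromosome 15, 17853846 to 17996481), the FPKM was 12.3 ± 1.23 (SD, n = 3) in calves and 11.1 ± 2.37 (SD, n = 3) in bulls, a difference smaller than the spread between bulls. The log2 fold change was −0.16 (standard error 0.20, adjusted p = 0.527, limma), and −0.71 (adjusted p = 0.0219) after quantile normalization, under the fold change required for a call. GSK3B (ENSBTAG00000048057, chromosome 1, 64646190 to 64861271) had an FPKM of 15.1, 17.3 and 32.2 in calf 1, calf 2 and calf 3, and of 26.9 ± 1.99 (SD, n = 3) in bulls. Its log2 fold change was 0.38 (standard error 0.30, adjusted p = 0.316) and rose to 0.70 (adjusted p = 0.00202) without the library labelled calf 3, whereas quantile normalization gave −0.32 (adjusted p = 0.358). CCNA1 (ENSBTAG00000007284, chromosome 12, 25107258 to 25118080) had an FPKM of 1.15 ± 0.931 (SD, n = 3) in calves and 44.7 ± 3.23 (SD, n = 3) in bulls, a log2 fold change of 4.51 (standard error 0.35, adjusted p = 0.000126). Without calf 3, the log2 fold change of CCNA1 was 4.15, and the gene stayed called.
Among the other host genes that Table 2 lists for the cell cycle pathway, CDC25C, SMC1B and DBF4 were called higher in bulls, with log2 fold changes of 3.23, 3.56 and 3.42 and adjusted p = 0.000570, 0.00870 and 0.00230. SMC1B was listed at 0 in calf 3. RBL1 was called as well (1.20, adjusted p = 0.0137) but not without calf 3 (0.90, under the fold change required), and its log2 fold change lay between 0.65 and 1.43 over the alternatives, with adjusted p between 0.000653 and 0.0921. Of the 7 genes, 4 were called without calf 3, without bull 3, with array weights and after quantile normalization. Table 2 counts 8 genes for this pathway and names 7, and the gene without a name was not analysed. In total, 6 of the 7 genes were higher in bulls and 5 were differentially expressed, with the same number when adjusted over the list alone.

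**Figure D2:**
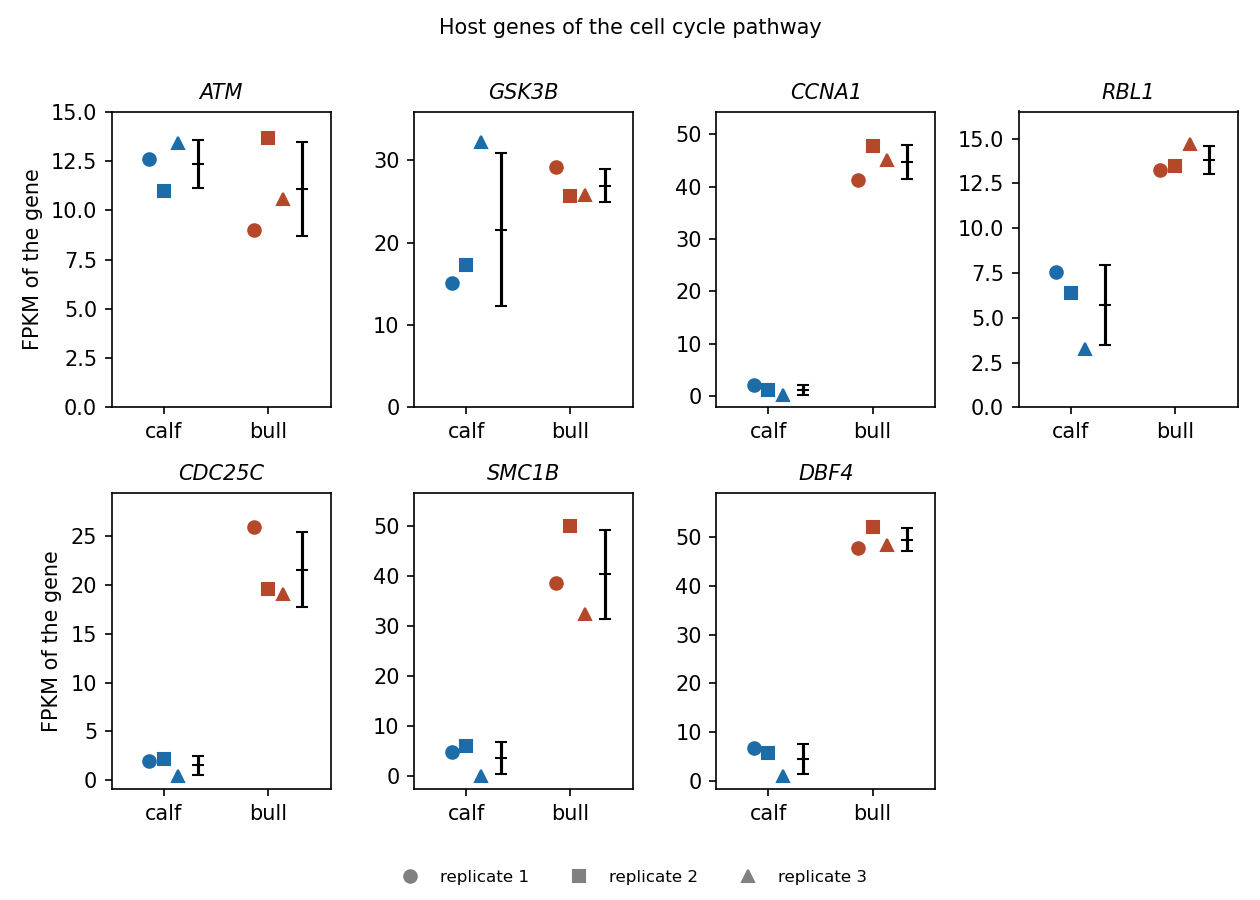
FPKM of the 7 cell cycle host genes of Table 2 in the libraries labelled as testes of calves and bulls, with 1 point per library and the mean ± SD of each group (n = 3). CCNA1 lies between 41.3 and 47.7 in bulls and at 2.09 or less in calves, whereas the values of calves and bulls overlap for ATM and, through calf 3 alone, for GSK3B.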

The most significantly enriched pathways and DEGs are listed in Table 2.

**FIGURE 7:**
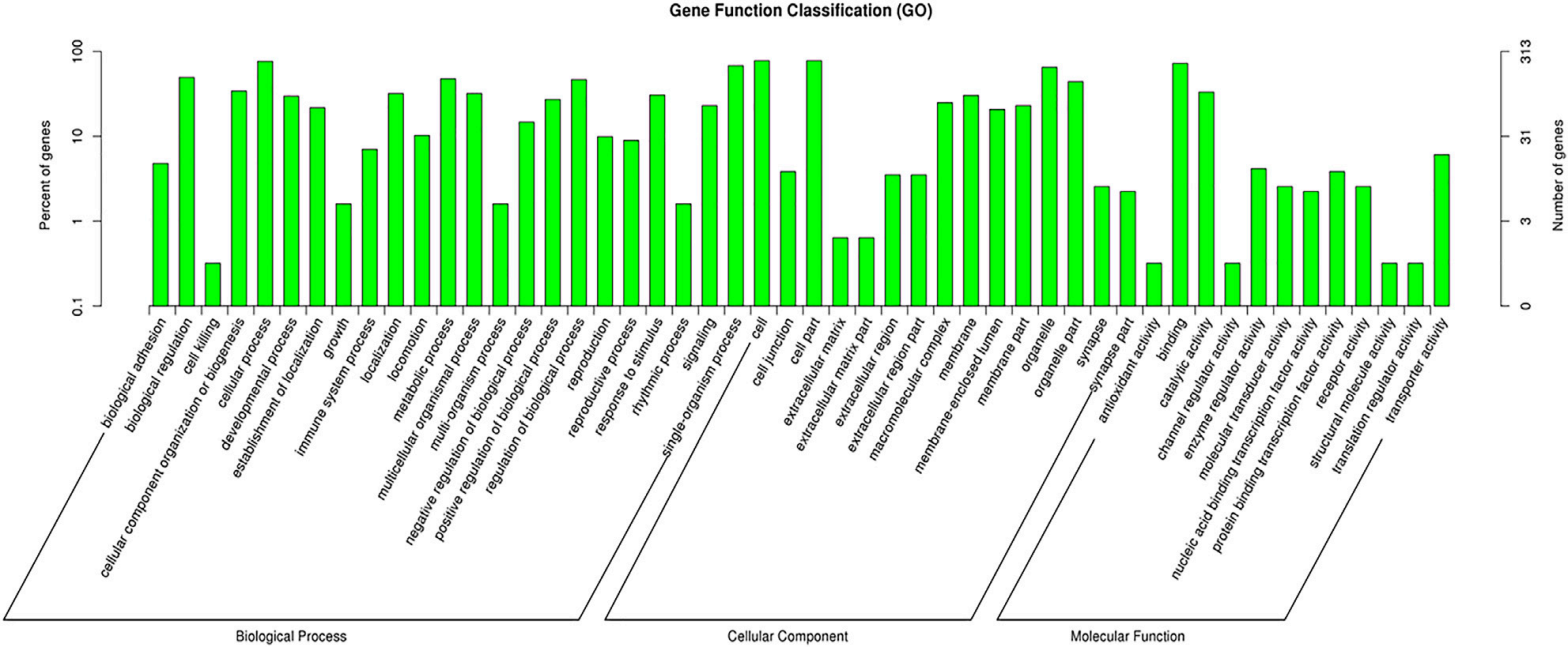
GO enrichment analysis of differentially expressed (DE) circular RNA (circRNA) genes between immature and mature testicles was performed. The DE circRNA genes are divided into the following three functional categories: biological processes (BP), cellular components (CC), and molecular functions (MF), while the left and right *y*-axes show the percentage and numbers of circRNAs host genes, respectively.

**FIGURE 8:**
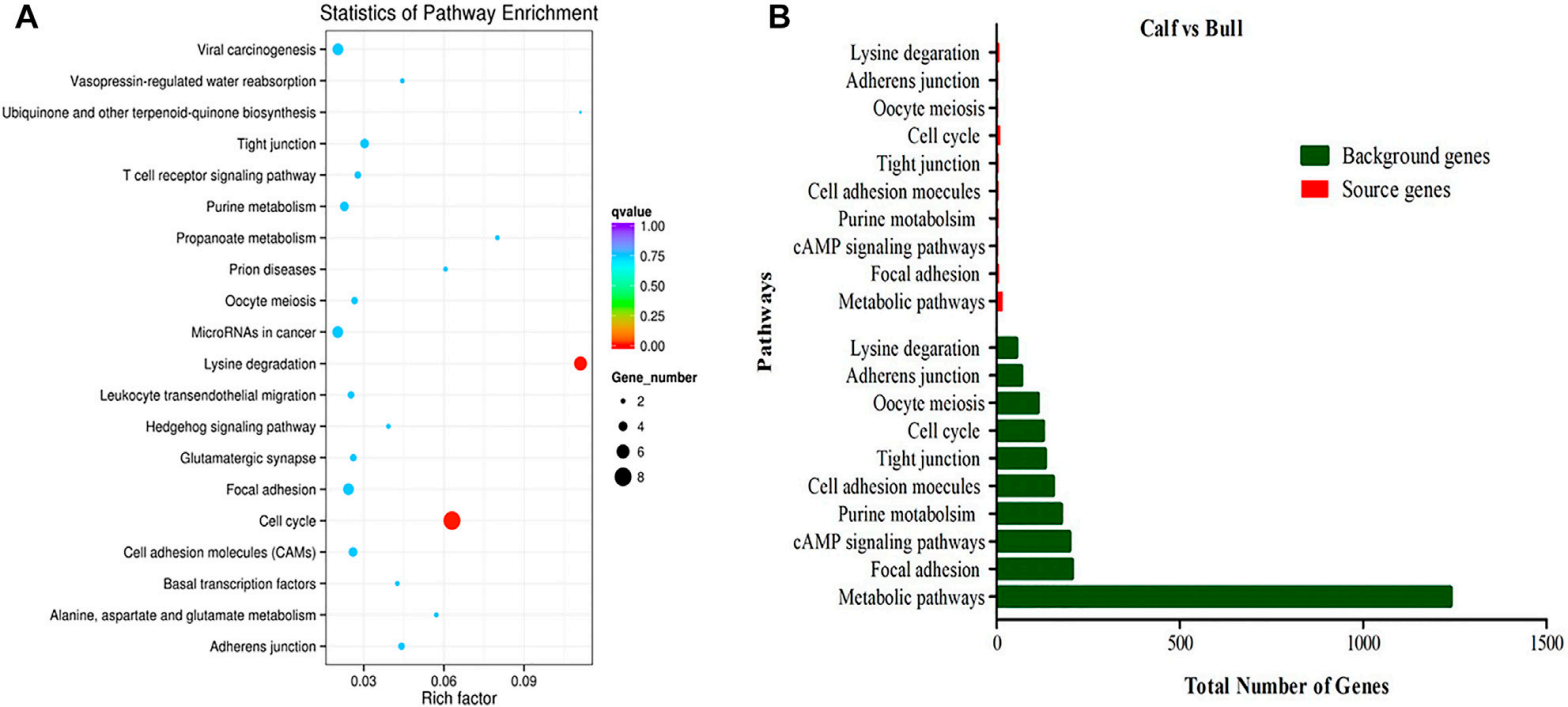
KEGG enrichment pathway analysis was performed. **(A)** Top 20 enriched pathways of differentially expressed (DE) circRNA host genes in immature and mature stages of testicular growth. The color dots represent different signaling pathways that are regulated by the circRNA host genes. The size and different colors of dots show the numbers of genes and significance levels in enriched pathways. **(B)** Top 10 most relevant reproduction pathways representing the total background genes and significant source genes of circRNAs.

**TABLE 2:** Most enriched biological pathway terms and regulated DE genes in immature and mature testes.

Pathway terms	Rich factor	q-value	Gene number	Gene name
Lysine degradation	0.111111111	0.006486719	6	*AASS,KMT2C,KMT2E,EHMT1,TMLHE, NSD2*
Cell cycle	0.062992126	0.007955094	8	*ATM,RBL1,GSK3B,CDC25C, SMC1B, DBF4,CCNA1*
Propanoate metabolism	0.08	0.753456013	2	*SUCLG2,ABAT*
Adherens junction	0.044117647	0.753456013	3	*NECTIN3,AFDN,PARD3*
Prion diseases	0.060606061	0.753456013	2	*NCAM2,C5*
Tight junction	0.03030303	0.753456013	4	*TJP3,RRAS2,AFDN,PARD3*
Alanine, aspartate, and glutamate metabolism	0.057142857	0.753456013	2	*GLS,ABAT*
Focal adhesion	0.024271845	0.753456013	5	*VAV3,LAMA3 LAMA3, GSK3B, PXN*
Vasopressin-regulated water reabsorption	0.044444444	0.753456013	2	*AQP4,DYNC1I1*
Cell adhesion molecules (CAMs)	0.025974026	0.753456013	4	*NECTIN3,NCAM2,NEO1,CADM1*
Basal transcription factors	0.042553191	0.753456013	2	*GTF2A1,TAF2*
Hedgehog signaling pathway	0.039215686	0.753456013	2	*GSK3B,CSNK1G3*
T-cell receptor signaling pathway	0.027777778	0.753456013	3	*GSK3B, DLG1, VAV3*
Oocyte meiosis	0.026548673	0.753456013	3	*SMC1B, CDC25C, FBX O 43*
Purine metabolism	0.022727273	0.753456013	4	*PDE10A, FHIT, PRIM2,AK8*
Glutamatergic synapse	0.026086957	0.753456013	3	*GLS, HOMER1, DLGAP1*
Viral carcinogenesis	0.020325203	0.753456013	5	*DLG1, CCNA1, GTF2A1, PXN, RBL1*
MicroRNAs in cancer	0.020242915	0.753456013	5	*ZFPM2, ATM, GLS, CDC25C, EZH2*
Leukocyte transendothelial migration	0.025210084	0.753456013	3	*VAV3, AFDN, PXN*

### Prediction of Deferentially Expressed circRNA and miRNA Endogenous Sponges

Some studies in recent years have suggested that miRNAs play a role in all aspects of spermatogenesis and testis formation; thus, miRNAs could be used as biomarkers for reproductive traits (Yadav and Kotaja, 2014). Reports also suggested that circRNAs act as miRNA sponges and play an important role in regulating gene expression in posttranscriptional processes (Kulcheski et al., 2016). We analyzed further to determine whether circRNAs found in immature and mature testes act as endogenous miRNA sponges. We noticed that a total of 4,300 circRNAs have potential binding miRNA sites, but other circRNAs were predicted to have no possible binding targets for miRNAs. Each circRNA may attach to one or more targeted miRNAs. As a result, the percentage of circRNAs consisting of different numbers of miRNA targets was further tested. The majority of circRNAs have at least two miRNA-binding sites; here, the proportion of circRNAs containing 6–10 miRNA targets is the largest, as illustrated in Figure 9A. The binding interactions between selected DE circRNAs in testicular tissues and their predicted miRNA targets are shown in Figure 9B. Recent studies have proposed that circRNAs act as miRNA sponges and play a critical role in regulating gene expression in pathways through complex (circRNAs–miRNAs genes) chains (Hansen et al., 2013; Memczak et al., 2013). Approximately 758 miRNAs have been predicted, and many of them, such as bta-miR-204, bta-miR-532, and bta-miR-34 groups, have been correlated with spermatogenesis (Zhang et al., 2015).

**FIGURE 9:**
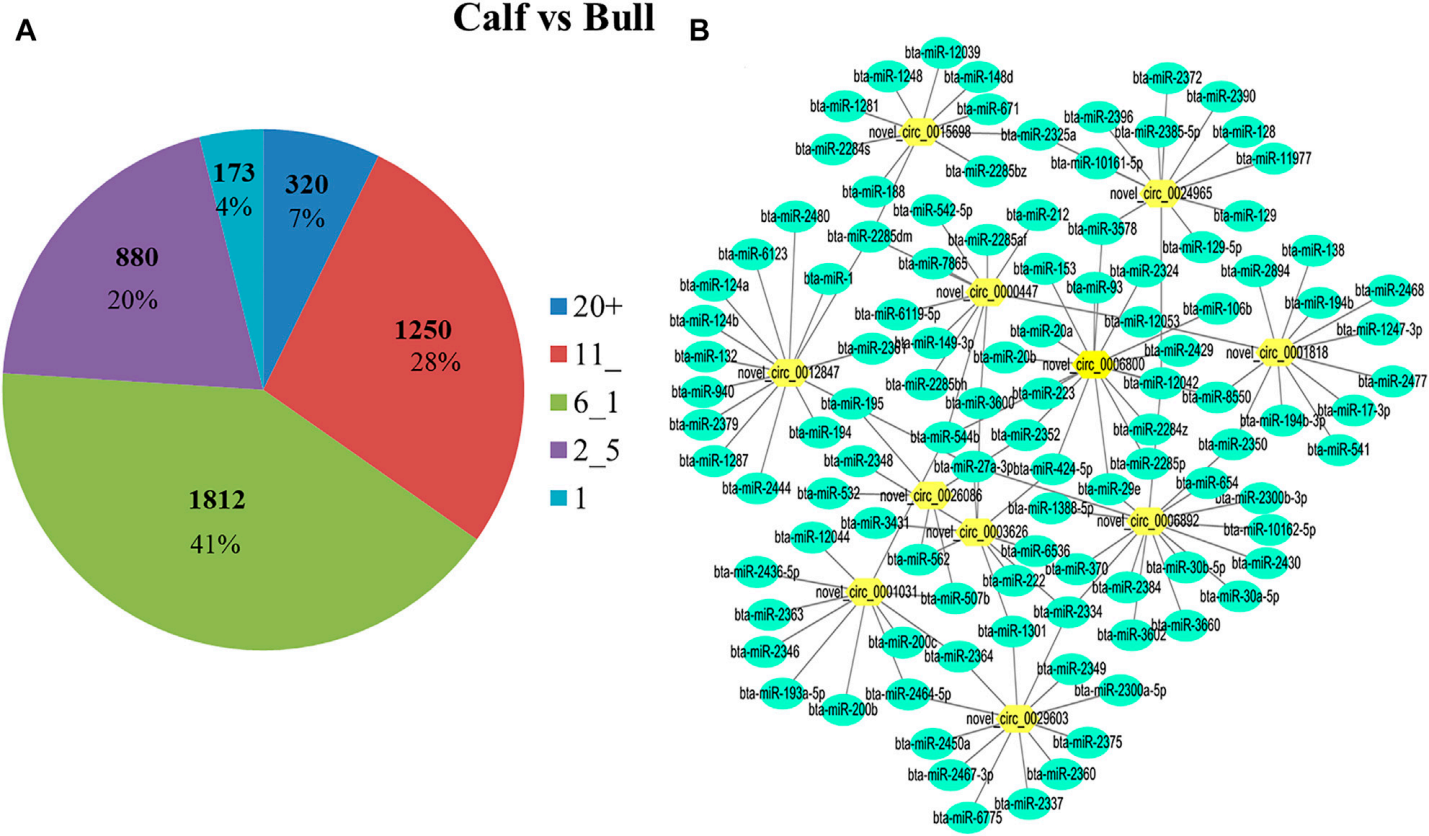
Differentially expressed (DE) circRNA and miRNA networks in the bull testis were identified. **(A)** During binding interaction, different numbers of miRNA targets were processed by circRNAs. **(B)** DE circRNAs and the predicted targeted miRNAs network were identified for calf and bull testes. Green nodes represent the targeted miRNAs, and yellow nodes show circRNAs.

### Validation of DE circRNA-Seq Results by RT-qPCR

To justify the sequencing analysis of DE circRNAs through RT-qPCR, we selected the truly significant and exonic DE circRNAs for validation. We randomly selected nine circRNAs of different nucleotide richness values and lengths, and divergent primers were prepared to verify the expression levels of circRNAs in the testis. Ten host genes were proposed for circRNA detection, of which seven, including ATM serine/threonine kinase (*ATM*), cyclin A1 (*CCNA1*), glycogen synthase kinase 3 beta (*GSK3B*), lysine methyltransferase 2C (*KMT2C*), lysine methyltransferase 2E (*KMT2E*), nuclear receptor binding SET domain protein 2 (*NSD2*), and succinate-CoA ligase GDP-forming subunit beta (*SUCLG2*), were upregulated. The remaining three genes, including QKI, KH domain-containing RNA binding (*QKI*), homer scaffold protein 1 (*HOMER1*), and synaptosome-associated protein 91 (*SNAP91*), were downregulated. The RT-qPCR analysis validated the expression of all nine circRNAs, which were found to regulate the functions of the aforementioned genes, as shown in Figures 10A,B. The gel electrophoresis findings showed that the PCR products of circRNA were single bands, which designated the presence of specific circRNAs, Figure 10C. Additionally, the back-splice junction of circRNAs was highlighted by further Sanger sequencing of the PCR products, Figure 10D. These genes work in specific reproductive-related pathways, such as lysine degradation, cell adhesion molecules (CAMs), focal adhesion, cell cycles, and adherens junctions, thus supporting reproductive functions in animals. Therefore, the obtained results confirmed the accuracy of the ribo-depleted RNA-seq results.

**FIGURE 10:**
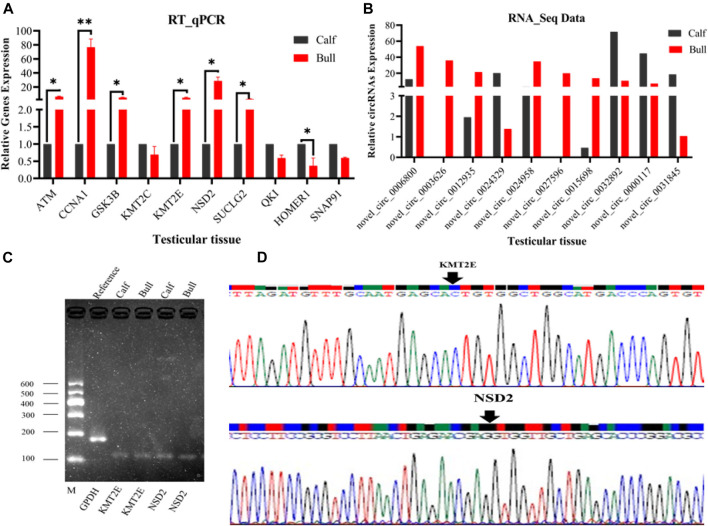
Confirmation of the differentially expressed (DE) circRNAs was done by RT-qPCR at two different developmental stages of the *Bovine* testis. The figures **(A,B)** show the expression patterns of ten DE circRNAs and their host genes (*ATM, CCNA1, GSK3B, KMT2C, KMT2E, NSD2, SUCLG2, QKI, HOMER1*, and *SNAP91*) in the immature and mature groups. The data were measured by the 2−ΔΔCt method, and GAPDH was used as a housekeeping gene. The data are presented as the mean ± SEM, *p < 0.05, **p < 0.01. **(C)** PCR products of circRNA were confirmed *via* gel electrophoresis, where M represents marker I. **(D)** Back-splice junction of circRNA was confirmed by the Sanger sequencing analysis.

## Discussion

Mammalian testicular growth and spermatogenesis are complex biological transformation processes that are regulated by a strong combination of coding and noncoding genes and transcriptomes (Card et al., 2013; Djureinovic et al., 2014). Testicular growth includes the growth of testicular tissues during the embryonic and postnatal phases (Svingen and Koopman, 2013). The bull testes first gradually expand until approximately 25 weeks of growth and then rapidly expand until adolescence at 37–50 weeks of age (Rawlings et al., 2008). To analyze the molecular biology of testis development and reproductive transformation in *Bovine* species, we selected *n* = 3 animals of two different age groups: 3-month-old (immature) calves and 3-year-old (adult) bulls of a local Wandong cattle breed. Gao et al. (2018) tested the similar experimental design in the Qinchuan cattle testis and selected *n* = 1 animals of two different age groups: neonatal (1 week) and mature bulls (4 years).

Previously, nc-RNAs were regarded as useless stocks or junk RNAs. However, various types of ncRNAs, such as miRNAs, PIWI-interacting RNAs (pi-RNAs), long noncoding RNAs (lnc-RNAs), and circRNAs (Lee et al., 1993; Girard et al., 2006; Memczak et al., 2013; Ulitsky and Bartel, 2013), have been identified and reported to play important roles in cellular and tissue development. In recent years, research has focused on the functional features of nc-RNAs, and much work has been reported specifically in animal reproduction (Svingen and Koopman, 2013). In addition, lnc-RNAs play a regulatory role in the testis and are expressed more strongly in mammalian testes than in other organs (Soumillon et al., 2013). While circRNAs are essential members of the nc-RNA family, they are also known to be involved in animal reproduction and disease control (Wang et al., 2016). Limited studies have characterized circRNAs in reproductive organs, such as placentae, embryos, and testes, and in cell types including oocytes, granulosa cells, immature sperm cells, seminal plasma cells, and mature sperm cells (Dong et al., 2016; Quan and Li, 2018; Chioccarelli et al., 2019). circRNAs were identified between the good and poor sperm subpopulations in terms of kinetic parameters and morphological characteristics. These comparative data highlighted 148 DE circRNAs between the two semen quality classes (Dong et al., 2016). Previous studies have reported that circRNAs are the primary regulators of multiple biological processes, but they have not been methodically explored in the *Bovine* testis during reproductive development. In this study, we identified and marked circRNAs in *Bovine* testes and discovered possible genes that determine the development of testes.

A total of 17,013 and 681 coding circRNAs were identified in the *Bovine* testes at two different immature and mature stages. You et al. (2015) reported that the second highest number of circRNAs was found in the testes compared to other body organs. The magnitude of circRNAs in testicular samples was significantly greater than that of circRNAs found in other organs, for example, chicken theca cells contained 14,502 circRNAs (Shen et al., 2020), pig pituitaries had 5,148 circRNAs (Ulitsky and Bartel, 2013; Chen et al., 2020), and buffalo fat adipose tissues had 5,141 circRNAs (Huang et al., 2019). We identified 681 coding circRNAs, of which 579 circRNAs were upregulated and 103 were downregulated in immature and mature bull testes. The study composed of Qinchuan cattle identified a total of 21,753 candidate circRNAs, where 2023 circRNAs were downregulated and 2,225 circRNAs were upregulated (Gao et al., 2018). A total of 2,326 differentially expressed circRNAs (DECs) were found in testicular development, of which 1,003 circRNAs were upregulated in adult boar testes and 1,323 circRNAs were downregulated; an analysis of transcriptomic changes in boar testicular tissues revealed an agreement with our results (Zhang et al., 2021). A study of transcriptomic changes in cattle-yak testes showed a tendency toward upregulation rather than downregulation and identified 679 upregulated and 2,281 downregulated genes (Cai et al., 2017). An RNA-seq analysis showed that a total of 10 ,095 genes were substantially differentially expressed in porcine testes, of which 5,199 were upregulated and 4,896 were downregulated in immature and mature porcine testes (Song et al., 2015). Approximately 242 genes were associated with porcine spermatogenesis. The key reason for testis transcriptome profiling is to discover the transcriptional factors that play crucial roles in testis development and spermatogenesis and thus clarify the genetic structure of the testis.

We performed GO annotation and KEGG pathway enrichment analysis to better describe the circRNAs involved in the biological processes of testis development and spermatogenesis. These processes may indicate the roles of circRNAs in the testis or reflect the cellular differences between immature and mature bull testes. In GO annotation, 60 host genes were assigned to spermatogenesis processes, 12 genes to testis development, and 23 host genes were found solely relevant to reproduction phenomena, such as behavior and primary sexual characteristics. Gao et al. (2018) executed the GO annotation, and 44 host genes were assigned to reproduction and the reproductive process, and 25 host genes were associated with spermatogenesis, including *PIWIL1* and the spermatogenesis-associated protein 6 (*SPATA6*). We found different candidate genes by analyzing these GO terms, and some of these genes, such as *ATM* serine/threonine kinase (*ATM*), glycogen synthase kinase 3 beta (*GSK3B*), and cyclin A1 (*CCNA1*), were found to be significantly enriched in the cell cycle pathway and associated with spermatozoa differentiation. The *ATM* protein is associated with low-fertile buffalo bull spermatozoa (M. K et al., 2019); in mouse spermatocytes, the meiotic recombination is initiated by SPO11-induced double-strand breaks *(DSBs)*, and ATM controls this process (Huang et al., 2019; Paiano et al., 2020). *GSK3B* showed significant expression changes across these pubertal stages in the hypothalamus of piglets and is also involved in crucial biological processes that regulate economically relevant traits associated with beef cattle fertility (Fonseca et al., 2018). The GO and KEGG pathway enrichment analyses showed that the DE circRNA genes were associated with pathways, such as the cell cycle, lysine degradation, and tight junction, whereas the top 20 most significant enriched pathways were evaluated in this study. A total of 47 significant signaling pathways in the Qinchuan cattle testis were found, and key host genes including *PIWIL1, DPY19L2, SLC26A8, IFT81, SMC1B, IQCG, TTLL5,* and *ACVR2A* belong to the tight junction, the adherens junction, the TGFβ signaling pathway, progesterone-mediated oocyte maturation, and oocyte meiosis (Gao et al., 2018).

The probable reasons of variation between the findings of the present study and the results of Gao et al. regarding candidate genes and signaling pathways are due to the breed variations. In the current study, we collected samples from Wandong, while Gao et al. used Qinchuan breed testicular tissues for RNA-seq analysis. A study found that many candidate genes were differentially expressed (DE) and also differential alternative spliced in three different cattle breeds, including the Holstein, Jersey, and Cholistani. It suggests that breed-specific gene expression occurs at the transcriptional level and posttranscriptional modifications such as splicing, 5’ capping, and poly A-tail addition. The differentially expressed genes are enriched in KEGG pathways including translation, electron transport, and immune responses (Huang et al., 2012). In the *Bovine* breeds, in Merino vs Poll Dorset, *SLC35A5* and *ITM2C* were identified as key DEGs; both have been reported for their association with conception and embryonic development (Hodge et al., 2021). We found different candidate genes and signaling pathways from the findings of Gao et al. due to variation in age, where they analyzed the testicular tissue in days 7 and in 4 years of age. However, we analyzed the same tissue in the age of 3 months and 3 years. As gene expression is greatly influenced by age, especially genes related to developmental phases, a comparative study was conducted on candidate genes having functional roles in regulation of muscle development at various growth stages in goat. In this study, i) 2 vs 9 months groups were compared and intramuscular fat-linked genes, e.g., *MYH13*, *IFIT1*, *METTL21C*, *SERPINE1*, *EGR1*, and *ESRRG*, were found; ii) 2 vs 24 months groups were matched and significant DEGs *RPS25*, *MYH13*, *COMP*, *LOC102186300*, and *NR4A2* were found; and iii) 9 vs 24 months goat muscles were transcriptionally matched and *PARM1*, *LOC102177715*, *MRF1-like*, *ARID5B*, and *PFKFB3* were found (Lin et al., 2017). Therefore, the candidate genes and signaling pathways are different in these two different studies of similar nature.

In mammalian testes, the cell cycle, lysine degradation, and tight junction and adherens junction pathways and host genes function together to control testis growth, spermatogenesis, and primary sexual activity (Young et al., 2015). 

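The table of transcripts holds 4 entries for KMT2E, 3 of which passed the filter on FPKM, and none was called differentially expressed between bulls and calves. KMT2E-201 (ENSBTAT00000086538) had an FPKM of 16.8 ± 5.86 (SD, n = 3) in calves and 12.2 ± 1.09 (SD, n = 3) in bulls, a log2 fold change of −0.38 (standard error 0.28, adjusted p = 0.292, limma). The log2 fold change was 0.23 (adjusted p = 0.555) for the other Ensembl transcript (ENSBTAT00000012129) and −0.63 (adjusted p = 0.284) for a transcript assembled from the reads. The fourth entry, KMT2E-AS1, by its name an antisense RNA, had an FPKM of 0.910 ± 0.558 (SD, n = 3) in calves and 0.852 ± 0.131 (SD, n = 3) in bulls and was not tested. Both entries of NSD2 were called higher in bulls. NSD2-201 (ENSBTAT00000010497) rose from 6.07 ± 2.63 (SD, n = 3) in calves to 53.9 ± 1.91 (SD, n = 3) in bulls, a log2 fold change of 3.04 (standard error 0.33, adjusted p = 0.000517). The other entry (ENSBTAT00000080572) rose from 4.33 ± 2.24 (SD, n = 3) to 22.9 ± 3.91 (SD, n = 3), a log2 fold change of 2.23 (standard error 0.32, adjusted p = 0.00172). Without the library labelled calf 3, in which the first entry was lowest and the other highest among the calves, the log2 fold changes of these entries were 2.68 and 2.56.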

The gene expression profiling of testes showed that some lysin degradation pathway genes, including lysine methyltransferase 2E (*KMT2E*) and nuclear receptor-binding SET domain protein 2 (*NSD2*), are active during spermatogenesis. Zhang et al. (2015) reported that the *KMT2E* gene plays key roles in various biological processes, including cell cycle progression, adult hematopoiesis, and spermatogenesis. A vital question raised in developmental biology is that how pluripotent stem cells can give rise to the cells derived from the three germ layers. The *NSD2* gene has a dual role in pluripotency exit and germ layer specification of embryonic stem cells (Tian et al., 2019).

Exonic circRNAs have been shown to act preferentially in post-transcriptional regulation in mice and humans (Bose and Ain, 2018). Similarly, we found that the majority of DE circRNAs identified in this study have putative target miRNA-binding sites, suggesting that most circRNAs are likely to function as miRNA sponges. circRNA–miRNA network analysis further revealed that circRNAs can interact with miRNAs in multiple directions at different rates in the testes, which is consistent with observations in previous studies (Liang et al., 2017). Therefore, when translated, some circRNAs can inhibit or relieve miRNA repression. In this transcriptomic network, we selected 11 DE circRNAs that were significantly matched with 160 miRNAs, wherein the bta-miR-34, bta-miR-532, and bta-miR-204 families were involved in cattle spermatogenesis (Tscherner et al., 2014; Zhang et al., 2015). The related circRNAs may function as miRNA sponges to control the growth of testes and spermatogenesis. The circRNAs act as miRNA sponges, and research on Qinchuan cattle showed that 758 miRNAs matched with significantly differentially expressed circRNAs which play an important role in regulating gene expression in bull testes (Gao et al., 2018). The RT-qPCR validation results indicated that the dynamic expression of the circRNA had a strong interaction with the RNA-seq data. Previous studies have shown that circRNAs exhibit significant developmental stage-precision activity in human testes, suggesting their potential contribution to spermatogenesis (Dong et al., 2016). In rodents, circRNA patterns have been analyzed in three distinct stages, mitotic, meiotic, and postmeiotic germ cells (Lin et al., 2016), and correlated with testis development (Zhou et al., 2018).

## Conclusion

In conclusion, our study presented an extensive analysis of circRNA expression profiles in immature and mature Wandong cattle bull testes. The landscapes of circRNA expression in testes were detected and used for interpreting their regulatory structure in testis development and spermatogenesis in cattle bulls. To date, there is a lack of the genetical data to establish baseline factors related to reproductive performance of local cattle bulls in China. Nevertheless, the insights from this study could lead to a breakthrough in the reproductive efficiency of local cattle resources.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183347, https://www.ncbi.nlm.nih.gov/geo/info/linking.html.

# Supplementary material for: Circular RNA Expression and Regulation Profiling in Testicular Tissues of Immature and Mature Wandong Cattle (Bos taurus)
**Source:** Front Genet. 2021 Nov 22;12:685541. doi: 10.3389/fgene.2021.685541
**Supplement:** Supplementary file 1

| Genes | DE circ-RNAs | Forward 5′→3′ | Reverse 5′→3′ |
| --- | --- | --- | --- |
| *GSK3B* | novel_circ_0012940 | TCACTGTAACATAGTCCGATTG | GTCCAGCACCAGATTAAGATAG |
| *NSD2* | novel_circ_0027610 | GCCACCACCCTCACCTTTAG | CCCTGCGTCCTCTTCGTG |
| *KMT2E* | novel_circ_0024951 | GGAAGATGGGTTTGTGGATG | GTTCGCCTCTGGTAAATTCG |
| *SUCLG2* | novel_circ_0015698 | TTATTGAAGGGATAAAGGACAGC | AACCGCTACTGAAGACACC |
| *ATM* | novel_circ_0006810 | TTGTGCTGCTCATTTTACCG | ATCCACAGGCTTGTATCATCC |
| *QKI* | novel_circ_0032892 | TTTAATTTTGTTGGGAGAATCCTTGGAC | TCCGTACTCTGCTAATTCTGGGCAAACT |
| *HOMER1* | novel_circ_0000114 | AATACAAGAACTGGAGGAGACGCTGAAG | AGCTGCTGCTTCCATTGTTTCACATTGG |
| *SNAP91* | novel_circ_0031845 | TTTGCTTGTTACAACGATGGAGTGATTA | GATGTGTAGTGACTAAAGCTTTGAATAC |

**Table S2. Primers used for RT-qPCR validation of circ-RNA-seq data**

*DE circ-RNAs represent differentially expressed circular RNAs

# Supplementary material for: Circular RNA Expression and Regulation Profiling in Testicular Tissues of Immature and Mature Wandong Cattle (Bos taurus)
**Source:** Front Genet. 2021 Nov 22;12:685541. doi: 10.3389/fgene.2021.685541
**Supplement:** Supplementary file 1

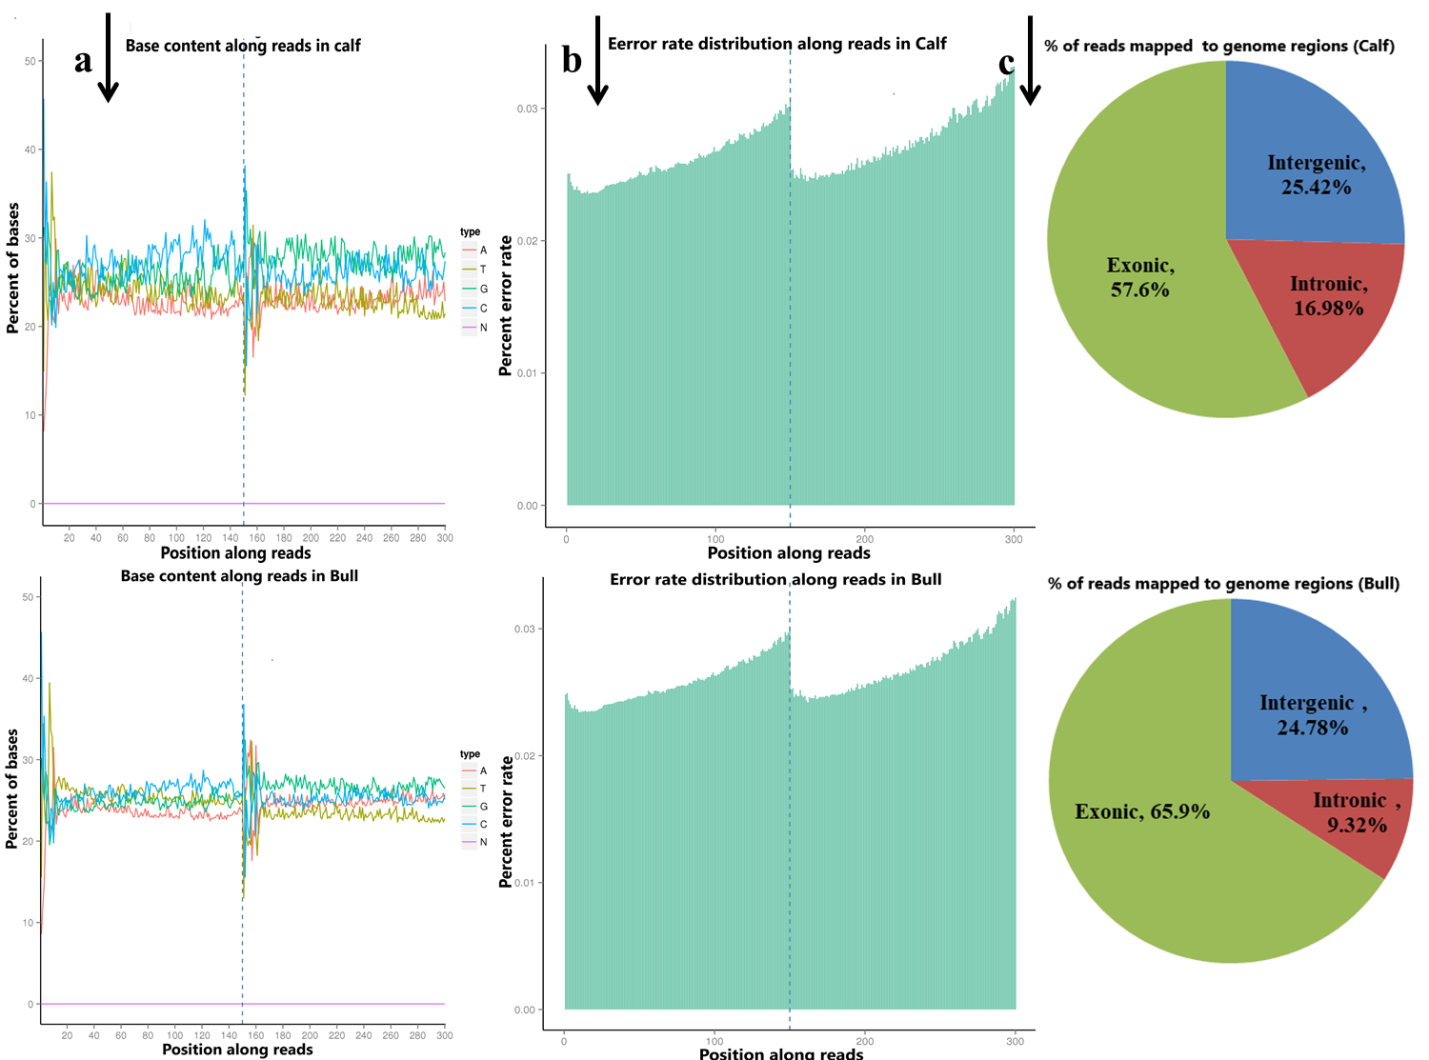

**Additional file 1.** The quality summary of clean reads used in subsequent analysis were obtained after original data filtering, sequencing error rate checking and GC content distribution checking. (a) The abscissa shows the base position of reads, and the ordinate is the proportion of single base, whereas different colors represent different base types. (b) The abscissa represents the bases position of reads, and the ordinate is the average error rate of all reads at this location. 0~150 bp to the left of the dotted line is the error rate distribution of read1, while 150~300 bp to the right is the error rate distribution of read2. (c) The percentage of the total number of clean reads mapped to the reference genome. The proportions of reads in the exon region, intron region and intergene region of the genome were calculated.

# Supplementary material for: Circular RNA Expression and Regulation Profiling in Testicular Tissues of Immature and Mature Wandong Cattle (Bos taurus)
**Source:** Front Genet. 2021 Nov 22;12:685541. doi: 10.3389/fgene.2021.685541
**Supplement:** Supplementary file 1

Additional file 2. Raw data quality summery.

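The table gives for each library the reads before and after filtering, the sequenced bases, the error rate, the share of bases above 2 quality scores (Q20 and Q30) and the share of G and C bases. By the paper's values, the GC content was 47.09% in calf 3 and between 51.48% and 53.57% in the other 5 libraries. In the deposited table of genes, calf 3 had an FPKM above 0 in 27164 genes, calf 1 in 32151 and calf 2 in 31697, and the bulls in 38251 to 38975. An FPKM of at least 1 was reached by 14629 ± 337 genes (SD, n = 3) in calves and 18441 ± 562 genes (SD, n = 3) in bulls, and all bulls lay above all calves (exact permutation test, two-sided, p = 0.1, the smallest p that this design allows). Families of small non-coding RNA took up 67.3%, 67.3% and 49.0% of the summed FPKM in calf 1, calf 2 and calf 3, and 44.6%, 44.6% and 41.7% in bull 1, bull 2 and bull 3. The number of genes above 0 did not follow the number of clean reads, which was higher in calf 3 than in calf 2.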

| **Sample_name** | **Raw_reads** | **Clean_reads** | **Raw_bases (G)** | **Clean_bases (G)** | **Error rate(%)** | **Q20(%)** | **Q30(%)** | **GC_content(%)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Bull_1 | 142165686 | 140666436 | 21.32 | 21.10 | 0.03 | 97.40 | 92.90 | 52.53 |
| Bull_2 | 141654378 | 139622682 | 21.25 | 20.94 | 0.03 | 97.42 | 92.94 | 51.48 |
| Bull_3 | 117468592 | 115051574 | 17.62 | 17.26 | 0.03 | 97.38 | 92.87 | 51.98 |
| Calf_1 | 142605328 | 140436238 | 21.39 | 21.07 | 0.03 | 97.50 | 93.11 | 53.57 |
| Calf_2 | 115463518 | 112484344 | 17.32 | 16.87 | 0.03 | 97.23 | 92.64 | 53.34 |
| Calf_3 | 118785371 | 116004150 | 17.82 | 17.40 | 0.03 | 97.25 | 92.53 | 47.09 |

How the deposited data were processed for this re-analysis (not part of the article)

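The libraries are labelled as total RNA of testes from 3 calves aged 3 months and 3 bulls aged 3 years, depleted of ribosomal RNA and sequenced by the authors, 1 library per animal. The values of calf 3 put its label in doubt. The libraries are named calf 1 to calf 3 and bull 1 to bull 3 after the sample names. According to the Methods, the authors removed reads of low quality and reads that matched ribosomal RNA with Bowtie2, mapped the others with TopHat2 and assembled transcripts with StringTie. The paper names Cuffdiff, edgeR and Ballgown for the levels and the comparison of circRNAs, and does not say which tool made the FPKM values of genes.

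The tables used here are those of genes and of transcripts, with an FPKM value per library and no counts. In each library, the FPKM of a gene equalled the sum over its transcripts in 87.5% to 89.3% of the genes above 0 (tolerance 0.001). The sums of FPKM over genes differed between libraries, from 587066 in calf 3 to 1098715 in calf 2, so the values had not been rescaled to a common total. Of the 47249 genes, 2592 were listed at 0 in all libraries. The tables hold no back-splice junction counts, and circRNAs, their number and their sponge predictions were therefore not analysed here. The RT-qPCR measurements and the histology were not analysed either.

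The Methods name the assembly UMD3.1.1. In the table of genes, 1050 entries lie on unplaced scaffolds whose names belong to the ARS-UCD assembly, 97.1% of the 16922 entries with a symbol were matched by symbol to the annotation of ARS-UCD, and 99.4% of those overlapped the locus of the same symbol. Positions were therefore taken from the tables as positions on an ARS-UCD assembly.

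No counts were given, so the depth behind a value is known only from the reads per library in Supplementary File 3 of the paper, and no counting interval was computed for single values. The depth was also examined through the lowest values of the table, where FPKM values are made of few fragments. Among genes with an FPKM below 0.05 in both libraries, the commonest ratio to calf 1 gave a relative depth of 0.785 for calf 2, 1.08 for bull 1 and 0.841 for bull 3, against 0.801, 1.00 and 0.819 from the paper's clean reads. For calf 3, the commonest ratio gave 0.566 and the clean reads gave 0.826, but 16 genes lay at another ratio against 19 at the commonest. For bull 2, these were 1.03 and 0.994, with 16 genes at another ratio against 17. The depth of both libraries was left undecided. At most 5.03% of the genes lay near a commonest ratio, and counts could not be recovered from the values.

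The analysis ran in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and the figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Values were transformed to log2(FPKM + 1). Genes and transcripts with an FPKM of at least 1 in at least 3 of the 6 libraries were kept, a filter that does not use the groups. A linear model of the 2 groups was fitted with limma, with an empirical Bayes trend, and p-values were adjusted by Benjamini-Hochberg over all features tested. A call needed an adjusted p below 0.05 and a log2 fold change of at least 1 in size, the fold change of 2 of the paper's Methods and the adjusted p of its results. The procedure was tested on simulated data, of which 16806 genes and 20804 transcripts passed the filter. The means came from all 6 libraries, but the spreads came from the libraries without calf 3. In each table, 200 features with a high mean were changed by a log2 fold change of 2. The procedure recovered 189 of 200 genes (94.5%) with 4 unchanged genes called, and 182 of 200 transcripts (91%) with 13 unchanged transcripts called. The recovery with the spread that calf 3 adds, and for weakly expressed features, was not tested.

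Squared Pearson correlations used log10(FPKM + 1) over all genes, since the paper's text does not name the scale and the colour key of its figure names a squared correlation. Principal components used prcomp on log2(FPKM + 1), centred and scaled. Lists of cell type markers were tested with the rotation test fry of limma where at least 3 genes were tested, with Benjamini-Hochberg adjustment over the lists. The lists covered spermatogonia, spermatocytes, round spermatids, elongating and elongated spermatids, Sertoli cells, Leydig cells, peritubular myoid cells, endothelial cells, macrophages, red blood cells, skeletal muscle, adipose tissue, epididymis and other epithelium, mitochondrial messenger RNA and non-polyadenylated RNA. Further lists, for oligodendrocytes, astrocytes, neurons, Schwann cells, liver, kidney, adrenal gland, anterior pituitary, lymphoid cells, forebrain, and hindbrain with spinal cord, were written after calf 3 had been seen to stand apart and were used for calf 3 only. Group labels were permuted exactly for single values (20 labelings, smallest two-sided p 0.1), and relations across the host genes of Table 1 were tested with 100000 permutations.

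The tests, the alternatives, the marker lists of testis cell types and the rule for the genes named were set before the data were examined, with the values of the paper's tables and figures already known. The rule named every gene of Table 1, Table 2 and the RT-qPCR panel, GAPDH, the marker genes, the 5 genes with a symbol that rose most and the 5 that fell most among called genes whose groups did not overlap, and the 5 highest and 5 lowest genes of calf 3 against calf 1 and calf 2, of which the 5 highest are not reported here as a list. The rule asked for full statistics in the text for the RT-qPCR panel, for the host genes named in the paper's text and for the genes that rose or fell most. They are printed for the panel, EHMT1, GAPDH and PRM1, and SMC1B and the other genes that rose or fell most are given with log2 fold changes and adjusted p-values.

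The alternatives were pseudocounts of 0.1 and 0.5, no filter, a mean FPKM of at least 5, rescaling to TPM, median-ratio scaling, quantile normalization, no empirical Bayes trend, array weights, a log2 fold change of at least 2, unadjusted p-values, the replicate number as a block, other scales and features for the correlations and components, other detection limits, and each library left out in turn. With a library left out, the genes and transcripts that had passed the filter in all 6 libraries were kept. This was chosen after the counts with the filter repeated on the 5 libraries had been seen, and those counts are given as an added alternative.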

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

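The lists of marker genes for tissues outside the testis were written after calf 3 had been seen to stand apart and after some host genes, AQP4, MYRF and QKI among them, had been seen to be high in it. Those genes were left out of the lists. The tests of sequencing depth and of an exchange of labels with a bull were chosen only after the result was seen.

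Genes of oligodendrocytes, astrocytes and neurons, which the paper does not discuss, gave a strong signal in the library labelled calf 3 and not in the other 5 libraries. Over the 26 genes of these lists, the median FPKM was 166.671 in calf 3, 0.495 in calf 1, 0.607 in calf 2 and 0.554 in the bulls, and 25 of the 26 genes were highest in calf 3. In calf 1 and calf 2, 9 of the 26 genes also reached an FPKM of at least 1 in both. The lists include MBP (FPKM 3861 in calf 3, 2.69 in calf 1 and 3.24 in calf 2), MOBP (2391, 0.0280 and 0.121) and GFAP (1193, 0.270 and 0.365). SNAP25, a gene of neurons, was at 190 in calf 3 and at 1.56 and 3.26 in calf 1 and calf 2. By the rule for named genes, the 5 genes lowest in calf 3 against calf 1 and calf 2 were INSL3, INHA, AMH, MGC133636 and GSTA1.

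Genes of the testis were low or absent in the same library. INSL3, a gene of Leydig cells, had an FPKM of 1349 and 1041 in calf 1 and calf 2 and 0.121 in calf 3. For the Sertoli cell genes INHA and AMH, calf 3 was at 0.766 and 0.340, against 955 and 865 for INHA and 736 and 483 for AMH. FSHR, WT1 and GATA4 were listed at 0 in calf 3. Of the 27 genes of Sertoli cells, Leydig cells and spermatogonia with a mean FPKM of at least 1 in calf 1 and calf 2, 21 were lower in calf 3 than in both, and 16 were under 0.1 of their mean there. The exceptions include 5 genes that were highest in calf 3, CLDN11, GFRA1, ID4, UCHL1 and ZBTB16, named after their values were seen.

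Several technical explanations were tested against the tables. A mixture of testis with another tissue would leave the testis genes at a share of their level in calf 1 and calf 2. Their median ratio was 0.00339, far under the 0.1 set as the limit, which argues against a mixture with a sizeable share of testis tissue. A lower sequencing depth would scatter weakly expressed genes but would not raise abundant genes. In calf 3, 832 genes with an FPKM of at least 10 were at least 4-fold higher than the mean of calf 1 and calf 2, against 22 genes between calf 1 and calf 2. Abundant small non-coding RNAs do not account for the difference either, since with 2769 genes of RNA families left out the highest squared correlation of calf 3 with another calf was 0.707, below the 0.970 between calf 1 and calf 2. An exchange of labels with a bull would leave a bull library out of place, but the lowest squared correlation between bulls was 0.952, and calf 3 was the calf farthest from the bulls.

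RNA of the central nervous system in the library labelled calf 3 is a candidate explanation that the lists favour. The median difference of calf 3 from the mean of calf 1 and calf 2 was 5.91 on the log2(FPKM + 1) scale over oligodendrocyte, astrocyte and neuron genes together, and 7.50, 4.08 and 4.24 for the 3 lists. For the other tissues it was −0.04 for Schwann cells, −1.26 for liver, −0.11 for kidney, −0.13 for adrenal gland (2 of 4 genes found), −0.04 for anterior pituitary, −1.36 for lymphoid cells, −0.46 for skeletal muscle, 0.07 for adipose tissue, 0.44 for red blood cells and −1.11 for epididymis and other epithelium. Among the lists of testis cell types it was −3.87 for Sertoli cells, −2.58 for Leydig cells, −0.12 for spermatogonia, −1.62 for spermatocytes, −0.02 for round spermatids, −0.06 for elongating and elongated spermatids, −1.53 for peritubular myoid cells, 0.97 for endothelial cells and −0.27 for macrophages. Mitochondrial messenger RNA was higher in calf 3 by 2.07. Which part of the nervous system might be the source stayed open. The median FPKM in calf 3 was 0.0874 for the forebrain genes, which are mainly genes of the cerebral cortex, with a median difference of −0.33. All 8 HOX genes of hindbrain and spinal cord were listed at 0 in calf 3, with a median difference of −0.84. Regions that express neither list cannot be told apart by these genes.

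What the tables leave open is how such RNA came into this library, since a sample of another tissue, a tube exchanged with one outside the study and a wrong label would give the same values. No biological explanation was tested, since the study gives no condition that sets 1 calf apart from the other two. The result rests on 1 library, without a replicate.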

How the results depend on the processing

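The results that answer a comparison and the results for single genes and lists were recomputed under each alternative. Of 348 values computed under alternatives for 22 main results, 287 kept their direction and their side of the threshold or stayed within the limits set for a change, and 61 moved. Of 517 values for 35 other results, 472 stayed the same, 5 lost a call, 19 gained one in the same direction, 9 reversed and 12 moved. The cause of a change was not tested unless it is named. The repeated filter with a library left out and the circRNA values of the supplementary lists were chosen after seeing the data.

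The number of differentially expressed genes stayed between 7318 and 9337 under all alternatives but the filters and thresholds named here. A mean FPKM of at least 5, which tests fewer genes, gave 4537 (3588 higher and 949 lower in bulls) and 4667 transcripts (3744 and 923). A log2 fold change of at least 2 gave 3716 genes (3386 and 330) and 4712 transcripts (4291 and 421) by its stricter threshold. TPM gave 1151 genes lower in bulls. Quantile normalization gave 3827 genes higher and 4538 lower, and 5018 transcripts higher and 5884 lower. With each library left out in turn and the genes kept, 7318 to 9325 genes (6034 to 6859 higher, 1218 to 2466 lower) and 9039 to 11429 transcripts (7504 to 8383 higher, 1492 to 3046 lower) were called, the most without calf 3. With the filter repeated on the 5 libraries, which tests fewer genes, leaving out bull 1, bull 2 or bull 3 gave 3519, 3551 or 3593 genes (higher 2500, 2478 or 2501, lower 1019, 1073 or 1092) and 3383, 3484 or 3504 transcripts (higher 2301, 2326 or 2335, lower 1082, 1158 or 1169). With 2 bulls left, such a filter needs at least 1 calf and so removes genes expressed in bulls alone. Leaving out calf 1 or calf 2 in this way gave 1361 or 1319 transcripts lower in bulls, and 8955 genes and 10746 transcripts were called without calf 3.

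The replicate number was tried as a block, which gave 8128 genes and 10087 transcripts. The numbers do not pair the animals: after removal of the group means, libraries of the same number correlated at 0.0277, 0.0246 and 0.0341. Array weights gave calf 3 a weight of 0.0771.

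The mean squared correlation within groups exceeded that between groups in every alternative run, by 0.0858 on untransformed FPKM, by 0.598 over genes with an FPKM of at least 1 in 3 libraries, and by 0.294 to 0.381 with a library left out. Within bulls, whose spread was small, the mean was 0.904 untransformed, 0.913 with a pseudocount of 0.1, 0.839 by Spearman, 0.9405 over the filtered genes, 0.878 over transcripts and 0.952 to 0.957 with a library left out. Between groups it was 0.815, 0.419, 0.228 and 0.465 for untransformed FPKM, Spearman, filtered genes and transcripts, and 0.511 to 0.579 with a library left out. Within calves it was 0.704 to 0.970 with a library left out, the highest without calf 3. The share of PC1 was 74.9% with genes centred only, 63.6% over filtered genes, 46.4% over transcripts and 53.9% to 62.3% with a library left out, the highest without calf 3.

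NSD2, CCNA1, GAPDH and the 10 genes that rose or fell most kept their direction and their call in all 15 alternatives for single genes. Reversals were found for ATM with TPM (0.0377), for GSK3B and SUCLG2 after quantile normalization (−0.32 and −0.13), and for QKI with array weights (0.0888) and without calf 3 (0.14), none of them past the threshold. With a library left out, QKI lay between −1.18 and 0.14. In the RT-qPCR panel, quantile normalization called 6 genes, and leaving out a library called 2 to 4, the most without calf 1, where HOMER1 (−1.72) and SNAP91 (−2.51) were called. For lysine degradation, quantile normalization called 4 genes.

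The number of marker lists past the threshold lay between 3 and 7 with a library left out, with 7 lists without calf 1, 6 without calf 2, 5 without calf 3 and 3 without any bull. The median of Sertoli cells reversed with a pseudocount of 0.1 (0.23) and with TPM (0.0906), and lay between −1.60 and 0.41 with a library left out (0.09 without calf 1 and 0.41 without calf 2). The number of genes at least 4-fold apart in calf 3 was 3431 with a pseudocount of 0.1, which widens the differences of weak genes, and 1999 after median-ratio scaling. The bulls exceeded the calves by 8998 genes at a detection limit of 0.1, by 1722 genes at a limit of 5, and by 3541 to 4102 genes at a limit of 1 with a library left out. Without counts, the depth behind weak genes cannot be given, and results that rest on an FPKM under 1 are the least certain.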

Differences from the paper's values

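The colour key of Fig. 4A names a squared correlation, and the text and the title of the figure name a Pearson correlation. Its values, read by eye to 2 digits, lay close to the unsquared correlations of log10(FPKM + 1) over the table of transcripts. That table was an alternative set before the data were examined. Over all 15 pairs, the largest gap was 0.0049. The values here were 0.936 to 0.938 between bulls, 0.959 for calf 1 and calf 2, and 0.796 and 0.799 for calf 3 with calf 1 and calf 2. They were 0.704 to 0.726 for calf 1 and calf 2 with bulls and 0.602 to 0.6098 for calf 3 with bulls. Reading the figure as unsquared was chosen after seeing the values. The comparison below is on that scale, for the table of genes. A pair differs where the gap exceeds the SD of the same kind of pair or the 0.005 of a reading by eye, whichever is larger, a limit also chosen after the values had been seen.

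Over the table of genes, the unsquared correlations between bulls were 0.979, 0.976 and 0.977, against about 0.94 for each pair in Fig. 4A, read by eye. Calf 1 had 0.758 with bull 2 and 0.748 with bull 3, against about 0.71 and about 0.70 in Fig. 4A, read by eye. Calf 3 had 0.676, 0.673 and 0.667 with bull 1, bull 2 and bull 3, against about 0.61, about 0.61 and about 0.60 in Fig. 4A, read by eye. The other 7 pairs did not differ. The table of transcripts left none of these 8 pairs different. Untransformed FPKM and genes with an FPKM of at least 1 in 3 libraries left all 8 different, log10(FPKM + 0.1) all but the pairs of calf 1, and the Spearman correlation all but the pairs of calf 3. The squared values over the table of genes, printed with the comparison of the libraries, are on another scale than the figure.

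The share of PC3 was 10.1% here against about 5.5% in Fig. 4B, read by eye. It came within the limit over genes with an FPKM of at least 1 in 3 libraries (3.78%), and it still differed with genes centred only, untransformed FPKM, a pseudocount of 0.1, the table of transcripts and each library left out in turn. The share of PC1 was 51.6% here against about 64% in Fig. 4B, and that of PC2 was 22.7% against about 21%, read by eye. Neither differed by the limits set, although the gap of PC1 was larger in points than that of PC3.

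The paper reports 7 of the host genes of its RT-qPCR panel as raised in bulls and 3 as lowered. The gene FPKM used here counts linear and circular RNA together and is another measure than a circRNA. The tally over the 7 genes is 4 higher and 3 lower in bulls: CCNA1 (4.51), NSD2 (2.77), SUCLG2 (0.59) and GSK3B (0.38) were higher, with CCNA1 and NSD2 called, whereas ATM (−0.16), KMT2E (−0.37) and KMT2C (−0.66) were lower and not called. ATM lay above 0 with TPM (0.0377) and had −0.71 (adjusted p = 0.0219) after quantile normalization, without a call, and KMT2E (−1.04) and KMT2C (−1.19) were called lower after quantile normalization. The 3 genes reported as lowered, QKI (−0.71), HOMER1 (−1.37) and SNAP91 (−1.92), were lower here as well, without a call. QKI lay above 0 without calf 3 (0.14) and with array weights (0.0888). HOMER1 was called lower after quantile normalization (−2.12) and without calf 1 (−1.72), and SNAP91 after quantile normalization (−2.59), with array weights (−1.02), without calf 1 (−2.51) and without calf 3 (−1.01). Table 1 of the paper lists the circRNA of KMT2C as lowered in bulls, while its text lists KMT2C among the raised genes.

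Table 1 and the supplementary lists of the paper differ from each other in a few values and identifiers. All 40 entries of Table 1 were found in the lists. Those of GSK3B, NECTIN3, NCAM2 and ST3GAL6 were found only after extra digits had been taken out of the printed circRNA identifier. The log2 fold change differed for KMT2C and RIMS1 and the adjusted p for LAMA3. The column headed fold change in Table 1 holds 20 negative values, which a fold change cannot take, and its values were read as log2 fold changes because they equal those of the lists.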

Other observations

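The test of whether calf 3 alone explains the host genes of Table 1 was chosen only after the result was seen, and the marker lists and the splits of the libraries were planned.

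The split of the libraries into calves and bulls gave the most calls among the 10 possible splits into 3 and 3. It was 1 of 10 for genes and 1 of 10 for transcripts with as many calls, and each of the other 9 splits gave 0 genes and at most 2 transcripts by limma. With 10 splits, the share is never under 0.1, so this test cannot pass the usual level and no conclusion on chance is drawn from it. The values of the groups did not overlap in 67.4% of the genes tested, where chance gives 10%. Those genes were measured in the same 6 libraries and are not independent of each other.

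The host genes of the RT-qPCR panel were measured in the table of genes, as gene FPKM and not as circRNA. Of the 10 genes, 4 were higher and 6 were lower in bulls, and 2 (NSD2 and CCNA1) were differentially expressed over all genes tested, as were 2 when adjusted over the list alone. The paper chose this list on the same samples, so the count over the list is not independent evidence. KMT2C had an FPKM of 8.96 ± 4.00 (SD, n = 3) in calves and 5.05 ± 0.689 (SD, n = 3) in bulls, with a standard error of 0.30 on the log2 scale. SUCLG2 (25.4 ± 13.5 in calves and 34.5 ± 6.22 in bulls, SD, n = 3) had a log2 fold change of 0.59 (standard error 0.48, adjusted p = 0.334, limma) and of 0.05 without calf 3. QKI was at 62.2, 71.4 and 389 in calf 1, calf 2 and calf 3 and at 73.4 ± 0.769 (SD, n = 3) in bulls, with a log2 fold change of −0.71 (standard error 0.71, adjusted p = 0.430) that was 0.14 without calf 3. HOMER1 (9.40 ± 8.16 in calves and 2.34 ± 0.253 in bulls, SD, n = 3) had −1.37 (standard error 0.52, adjusted p = 0.0660), and −0.77 without calf 3. SNAP91 was at 6.87, 10.4 and 61.8 in the calves and 3.83 ± 1.37 (SD, n = 3) in bulls, with −1.92 (standard error 0.79, adjusted p = 0.0846), and it was called without calf 3 (−1.01, adjusted p = 0.0181).

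GAPDH, the reference gene of the RT-qPCR, was lower in bulls. Its FPKM was 335, 346 and 596 in calf 1, calf 2 and calf 3 and 126 ± 1.32 (SD, n = 3) in bulls, a log2 fold change of −1.70 (standard error 0.28, adjusted p = 0.00297, limma). Without calf 3 it was −1.43. Under all 15 alternatives, scalings of the libraries included, it was called lower in bulls, with log2 fold changes between −2.11 and −1.43 and adjusted p between 2.91e-05 and 0.0454. FPKM values are relative to the mapped fragments of a library, and the amount of GAPDH RNA per cell was not measured.

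The 37 host genes of the circRNAs in Table 1 were compared with the direction the paper gives for the circRNA. Of 19 host genes of circRNAs higher in bulls, 15 were higher in bulls and 10 of them were called. Of 18 host genes of circRNAs lower in bulls, 14 were lower and 5 of them were called, while RRAS2 (2.00) and GKAP1 (3.18) were called higher. In all, 29 of 37 genes (78.4%, exact 95% confidence interval 61.8% to 90.2%) had the direction of their circRNA. The mean log2 fold change was 1.52 and −0.62 in the 2 lists, a difference of 2.14 (permutation test, two-sided, p = 0.00015, adjusted p = 0.00015 over 3 tests). Across these genes, which are not independent replicates, the log2 fold changes of circRNA and gene correlated with Pearson r = 0.593 (permutation p = 0.0001, adjusted p = 0.00015) and Spearman rho = 0.674 (permutation p = 1e-05, the smallest possible, adjusted p = 3e-05). The genes fall into 2 clusters by direction, and within each the correlation was not past the threshold (r = 0.307, permutation p = 0.199 among raised circRNAs and r = −0.0662, permutation p = 0.804 among lowered ones). The difference between the lists lay between 1.63 and 2.75 under the alternatives, with p between 4e-05 and 0.00136, the smallest difference without calf 3. With the values of the supplementary lists, chosen after seeing the data, the correlations were 0.592 and 0.663.

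Since 12 of the 18 host genes of lowered circRNAs were highest in calf 3 of all 6 libraries, against 4 of the 19 of raised circRNAs, the level in calf 3 alone could account for the direction. MYRF was at 36.4 in calf 3, 1.35 in calf 1, 2.00 in calf 2 and 0.248 ± 0.0455 (SD, n = 3) in bulls. Without calf 3, 13 of the 18 genes were lower in bulls, which is not beyond an even split (exact binomial test, two-sided, p = 0.0963). Their median moved from −0.94 to −0.44 and their mean from −0.62 to −0.26, and 6 genes were called lower and 4 higher. Calf 3 does not account for the direction of the 6 genes still called lower without it. For the set of 18 genes the question stays open by the binomial test. That test takes an even split as its reference, whereas the median log2 fold change over all genes tested was 0.43 without calf 3. The difference from the host genes of raised circRNAs remained without calf 3 (1.63, permutation p = 0.00136). Whether the circRNA counts themselves changed with calf 3 was not tested, since the tables used hold gene values. Age, which separates the groups, stays an open biological explanation that was not tested apart from the animals.

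Of 11 lists of cell type markers with at least 3 genes tested, 4 passed an adjusted p of 0.05 in the rotation test. Spermatocytes (median log2 fold change 3.29, adjusted p = 0.00422), round spermatids (5.33, adjusted p = 4.18e-07), elongating and elongated spermatids (7.48, adjusted p = 1.40e-07) and epididymis and other epithelium (1.36, adjusted p = 0.0158, 3 genes) were higher in bulls, and the last did not pass in 5 of 15 alternatives (no filter, replicate block and without each bull), with adjusted p between 0.000745 and 0.120 over all. The 3 genes tested in that last list were EPCAM (4.34, adjusted p = 0.000138, limma), KRT8 (1.36, adjusted p = 0.0575) and KRT18 (0.74, adjusted p = 0.186). CRISP1, a gene of the epididymis, did not pass the filter on FPKM. The list therefore gives no evidence of epididymis in bulls, and its result rests mainly on EPCAM. The others did not pass: spermatogonia (−0.69, adjusted p = 0.292, with a mean of 0.27 of the opposite sign), Sertoli cells (−0.30, adjusted p = 0.872), Leydig cells (1.52, adjusted p = 0.292), peritubular myoid cells (0.91, adjusted p = 0.292), endothelial cells (−0.58, adjusted p = 0.422), macrophages (−0.73, adjusted p = 0.808, with the test in the opposite direction) and mitochondrial messenger RNA (−1.04, adjusted p = 0.317). Single libraries moved these medians: without calf 3 they were −0.05 for spermatogonia, 0.68 for Leydig cells, 0.46 for peritubular myoid cells, −0.30 for endothelial cells and −0.33 for mitochondrial messenger RNA. Leydig cells had 0.62 without bull 3 and 2.44 without calf 2, endothelial cells −0.99 without calf 2, macrophages −0.22 without calf 1 and −0.38 without calf 2, and mitochondrial messenger RNA −1.58 without calf 1. Sertoli cells had 0.0856 without calf 1 and 0.41 without calf 2. Over their alternatives, spermatogonia passed in 5 of 15 (adjusted p between 0.0127 and 0.652), peritubular myoid cells in 3 (0.0112 to 0.525) and macrophages in 1 (0.0372 to 0.997). Sertoli cells passed in 2, with array weights and without calf 3, where they had −1.60 (adjusted p = 0.00122, between 0.00122 and 0.990 over its alternatives). Red blood cells, skeletal muscle and adipose tissue had fewer than 3 genes tested, and 0 of 7 symbols of non-polyadenylated RNA were found in the table.

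Besides the lysine degradation and cell cycle genes, Table 1 and Table 2 name 16 host genes for other pathways of Table 2, of which 9 were higher and 7 lower in bulls, with 7 and 2 called.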
